# Transcription factor TFEB cell-autonomously modulates susceptibility to intestinal epithelial cell injury *in vivo*

**DOI:** 10.1038/s41598-017-14370-4

**Published:** 2017-10-24

**Authors:** Tatsuro Murano, Mehran Najibi, Geraldine L. C. Paulus, Fatemeh Adiliaghdam, Aida Valencia-Guerrero, Martin Selig, Xiaofei Wang, Kate Jeffrey, Ramnik J. Xavier, Kara G. Lassen, Javier E. Irazoqui

## Abstract

Understanding the transcription factors that modulate epithelial resistance to injury is necessary for understanding intestinal homeostasis and injury repair processes. Recently, transcription factor EB (TFEB) was implicated in expression of autophagy and host defense genes in nematodes and mammalian cells. However, the *in vivo* roles of TFEB in the mammalian intestinal epithelium were not known. Here, we used mice with a conditional deletion of *Tfeb* in the intestinal epithelium (*Tfeb* ^ΔIEC^) to examine its importance in defense against injury. Unperturbed *Tfeb* ^ΔIEC^ mice exhibited grossly normal intestinal epithelia, except for a defect in Paneth cell granules. *Tfeb* ^ΔIEC^ mice exhibited lower levels of lipoprotein *ApoA1* expression, which is downregulated in Crohn’s disease patients and causally linked to colitis susceptibility. Upon environmental epithelial injury using dextran sodium sulfate (DSS), *Tfeb* ^ΔIEC^ mice exhibited exaggerated colitis. Thus, our study reveals that TFEB is critical for resistance to intestinal epithelial cell injury, potentially mediated by APOA1.

## Introduction

The intestinal epithelium is the major site of interaction between the host and colonizing microbes. It is formed by one layer of intestinal epithelial cells, which include enterocytes, mucus-secreting goblet cells, antimicrobial-secreting Paneth cells, and hormone-secreting enteroendocrine (or chromaffin) cells. A major function is to provide a physical barrier to bacterial translocation into the host. An equally important function of intestinal epithelial cells is to secrete antimicrobial peptides and mucus that establish spatial segregation with the microbial population that resides in the lumen. A third important function is of surveillance of the lumen. Disruption of homeostasis in the lumen, by bacterial dysbiosis or chemical insult, results in the induction of genes that encode signaling molecules, which are secreted into the underlying stroma and recruit cells of the innate and adaptive immune systems^1,2^. Defective epithelial barrier function results in chronic activation of such responses, leading to inflammatory bowel disease and malignancy^3^.

Intestinal epithelial cells sense damage to the epithelial barrier as well as microbial products, which triggers changes in gene expression resulting in activation of the downstream host response to restore homeostasis^4,5^. Although the regulation of intestinal epithelial gene expression by such stimuli is considered a key event to preserve and restore homeostasis, it is poorly understood. Previous studies have found roles for the NF-κB family of transcription factors that are triggered by engagement of TLR and NLR pattern recognition receptors^2,6–8^. However, it is likely that more complex transcriptional networks are important for the regulation of gene expression in the intestinal epithelium in response to environmental cues^9,10^.

To discover transcription factors that are important for host defense in the intestinal epithelium, we previously followed an unbiased approach in the model organism *C*. *elegans*. We discovered that transcription factor TFEB (called HLH-30 in nematodes) is important for the induction of host defense genes in *C*. *elegans* infected with pathogenic bacteria^11^. TFEB was previously discovered as a transcription factor binding to the Eµ heavy chain immunoglobulin enhancer^12^, and important for the induction of CD40 ligand in T cells^13^. More recently, TFEB was identified as a key transcriptional activator of a large set of genes during cellular stress, including autophagy and lysosomal genes, known as the Coordinated Lysosomal Expression and Regulation (CLEAR) network^14–16^.

TFEB activity is regulated post-translationally. Phosphorylation of TFEB by mTORC1, ERK2, and GSK3 results in its cytosolic retention^16–18^. Dephosphorylation of TFEB can be triggered by release of lysosomal Ca^**2+**^ and subsequent activation of protein phosphatase calcineurin, as well as by mTOR inhibition, causing its relocalization into the nucleus^19^. In our previous studies, we discovered that *C*. *elegans* HLH-30/TFEB controls the induction of genes with antimicrobial or cytoprotective functions, and that both classes of genes are required for host defense against infection. However, whether HLH-30/TFEB is required within the intestinal epithelium for this function is not known. We also showed that TFEB is required in murine macrophages for proper induction of several cytokines and chemokines after phagocytosis of Gram+ or Gram- bacterial pathogens, indicating that TFEB is a novel and evolutionarily conserved transcription factor in the host response to bacterial infection^11,20^. Based on this precedent, it is important to determine the functional importance of TFEB in barrier protection and repair in the mammalian intestinal epithelium.

To examine the biological roles of intestinal epithelial TFEB *in vivo*, we generated mice that lack intestinal epithelial TFEB. Conditional deletion of TFEB in the intestinal epithelium did not cause major abnormalities in ileal or colonic epithelium in unperturbed animals, except for abnormal Paneth cell secretory granules. In contrast, deletion of TFEB resulted in dramatically enhanced pathology during DSS-induced colitis, including increased local and systemic inflammation and bacterial translocation to distal tissues, concomitant with large gene expression changes in the intestinal epithelium compared to wild type animals. These strong effects of TFEB deletion reveal an important and previously unknown function for TFEB in resistance to injury to the intestinal epithelium.

## Results

### Intestinal epithelial TFEB is dispensable for baseline homeostasis

To determine the pattern of expression of TFEB in unperturbed animals, we performed anti-TFEB immunofluorescence in sections of the small intestine and colon of 8–12 week old mice of both sexes. We observed extensive TFEB expression throughout both tissues (Fig. 1A). In the small intestine, TFEB expression was prominent in the epithelium proper along the crypt-villus axis, with higher expression in the crypts. TFEB was also expressed by unidentified cells in the lamina propria. While TFEB expression was apparent in the submucosa and adventitia, it was absent from the muscularis propria. Similarly, in the colon TFEB expression was mostly epithelial, submucosal, and adventitial. Furthermore, qRT-PCR of *Tfeb* mRNA from colon revealed that *Tfeb* mRNA is enriched in the epithelial cells compared to whole tissue (Fig. S1). These observations show that in the intestine, TFEB is expressed mainly in the epithelium.

**Figure 1:**
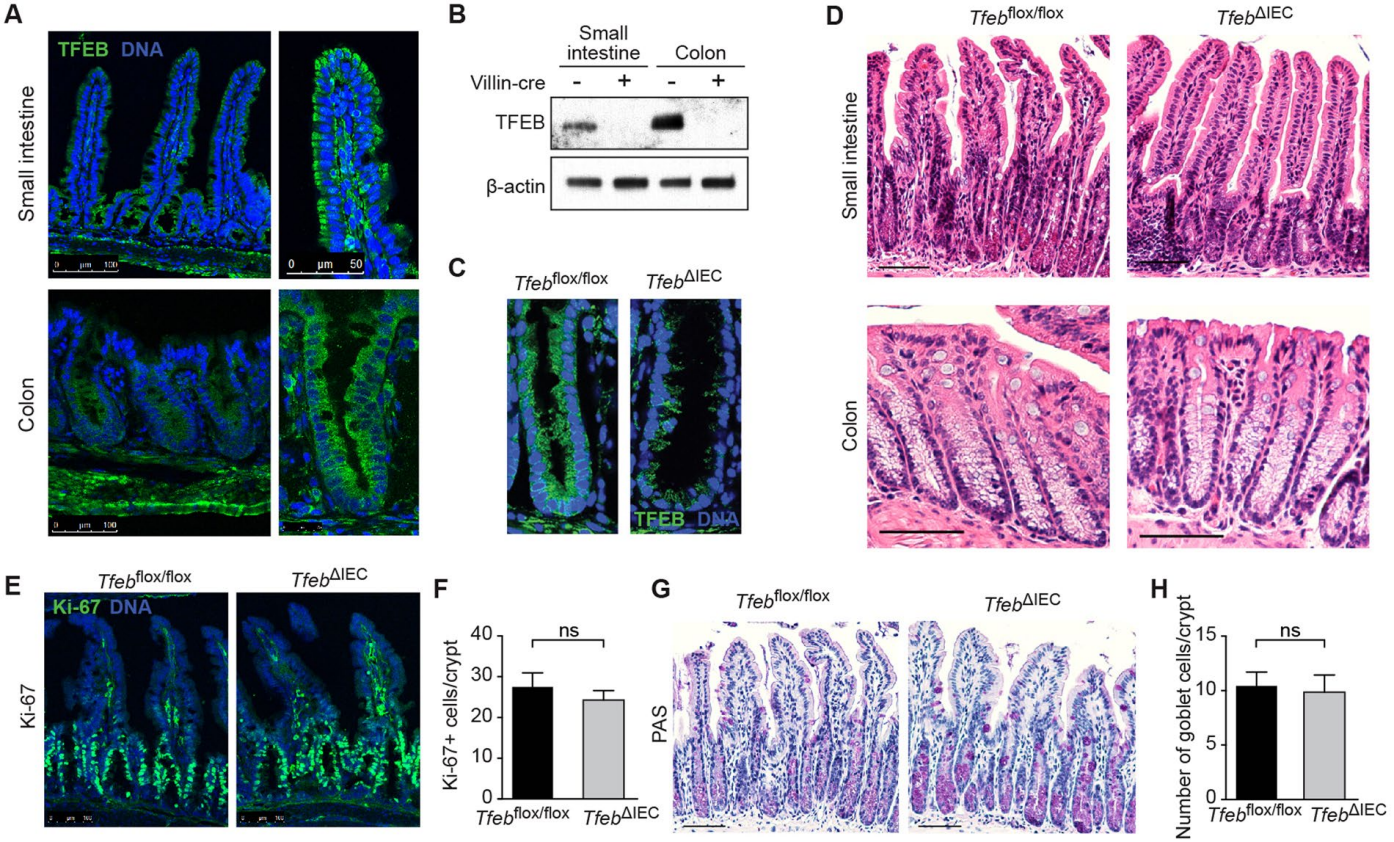
*Tfeb* ^ΔIEC^ animals exhibit normal gut morphology. (**A**) Anti-TFEB immunofluorescence of small intestine (*Top*) or colon (*Bottom*). (**B**) Anti-TFEB immunoblot of whole cell extracts showing undetectable levels of TFEB in the enterocytes of *Tfeb* ^ΔIEC^ animals. (**C**) Anti-TFEB immunofluorescence of colonic crypts. (**D**) H&E staining of sections of small intestine (*Top*) and colon (*Bottom*) of *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals. Scale bars represent 100 μm. (**E)** Anti-Ki-67 immunofluorescence of small intestine of *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals. Scale bars represent 100 μm. (**F**) Quantification of Ki-67 immunofluorescence. N = 4 each. Data are means, error bars are S.E.M. ns, not significant (Student’s t-test). (**G)** PAS staining of small intestine sections of *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals. Scale bars represent 100 μm. (**H)** Quantification of goblet cells per ileal crypt. N = 3 mice per genotype and at least 20 crytps were scored for each mouse. Data are means, error bars are S.E.M. ns, not significant (Student’s *t* test).

To investigate the biological importance of TFEB expression in the intestinal epithelium, we undertook loss of function studies. *Tfeb*-knockout mice exhibit embryonic lethality^21^. Therefore, to generate mice that lack intestinal epithelial TFEB expression, we bred *Tfeb* ^*flox/flox*^ mice with mice that express the site-specific recombinase Cre from the villin promoter (*villin-Cre* mice)^18^. The resulting *Tfeb* ^*flox/flox*^ homozygous, *villin-Cre* heterozygous double mutants (*Tfeb* ^ΔIEC^ mice) lack detectable TFEB expression in the intestinal epithelium (Fig. 1B,C). In terms of growth, size, weight, external appearance, and behavior, *Tfeb* ^ΔIEC^ mice were indistinguishable from their *Tfeb* ^*flox/flox*^ littermates. Assessment of small intestine and colon from *Tfeb* ^ΔIEC^ mice revealed normal histology compared to age-matched, *Tfeb* ^*flox/flox*^ littermates (Fig. 1D), regardless of sex. Furthermore, there were no obvious differences in cell proliferation in either small intestine (Fig. 1E,F) or colon (not shown), as measured by Ki-67 immunofluorescence of tissue sections, nor in goblet cell numbers, as measured using Periodic-acid Schiff (PAS) stain (Fig. 1G,H). Thus, we concluded that TFEB is dispensable for normal morphology, proliferation, and differentiation in the intestinal epithelium.

### Loss of epithelial TFEB exacerbates DSS-induced colitis

To investigate the importance of epithelial TFEB during intestinal distress, we used DSS as a method to perturb homeostasis^22^. In this method, we induced chemical injury to the epithelium in gender-matched littermate mice with low-dose DSS for 5 days, followed by a recovery period of 6 days. We monitored body weight and disease activity index, a quantitative measure of colitis, over the entire time course (see *Methods*). *Tfeb* ^ΔIEC^ mice exhibited dramatically enhanced body weight loss (Fig. 2A) and disease activity index (Fig. 2B), suggesting that DSS treatment caused much greater inflammation in *Tfeb* ^ΔIEC^ animals than in *Tfeb* ^*flox/flox*^ controls. Consistent with this interpretation, the colons of *Tfeb* ^ΔIEC^ animals were much shorter than those from control mice after completion of the time course (Fig. 2C,D). Fecal Lipocalin 2 is a sensitive biomarker for intestinal inflammation in inflammatory bowel diseases^23^ and rapidly increases after DSS treatment in mouse models^24^. We observed a significantly greater increase in fecal Lipocalin 2 in *Tfeb* ^ΔIEC^ animals compared to *Tfeb* ^*flox/flox*^ controls at 3 and 7 days after DSS treatment (Fig. 2E). Furthermore, even after the recovery phase, *Tfeb* ^ΔIEC^ mice exhibited profound epithelial damage in colonic tissue, with a marked decrease in the number of crypts, severe infiltration of immune cells, and a much greater histological pathology score (Fig. 2F,G). These observations confirmed that inflammation after injury in animals that lacked TFEB in the intestinal epithelium was enhanced and persistent, suggesting that TFEB plays a critical role in the protection and/or recovery of intestinal epithelial cells from injury.

**Figure 2:**
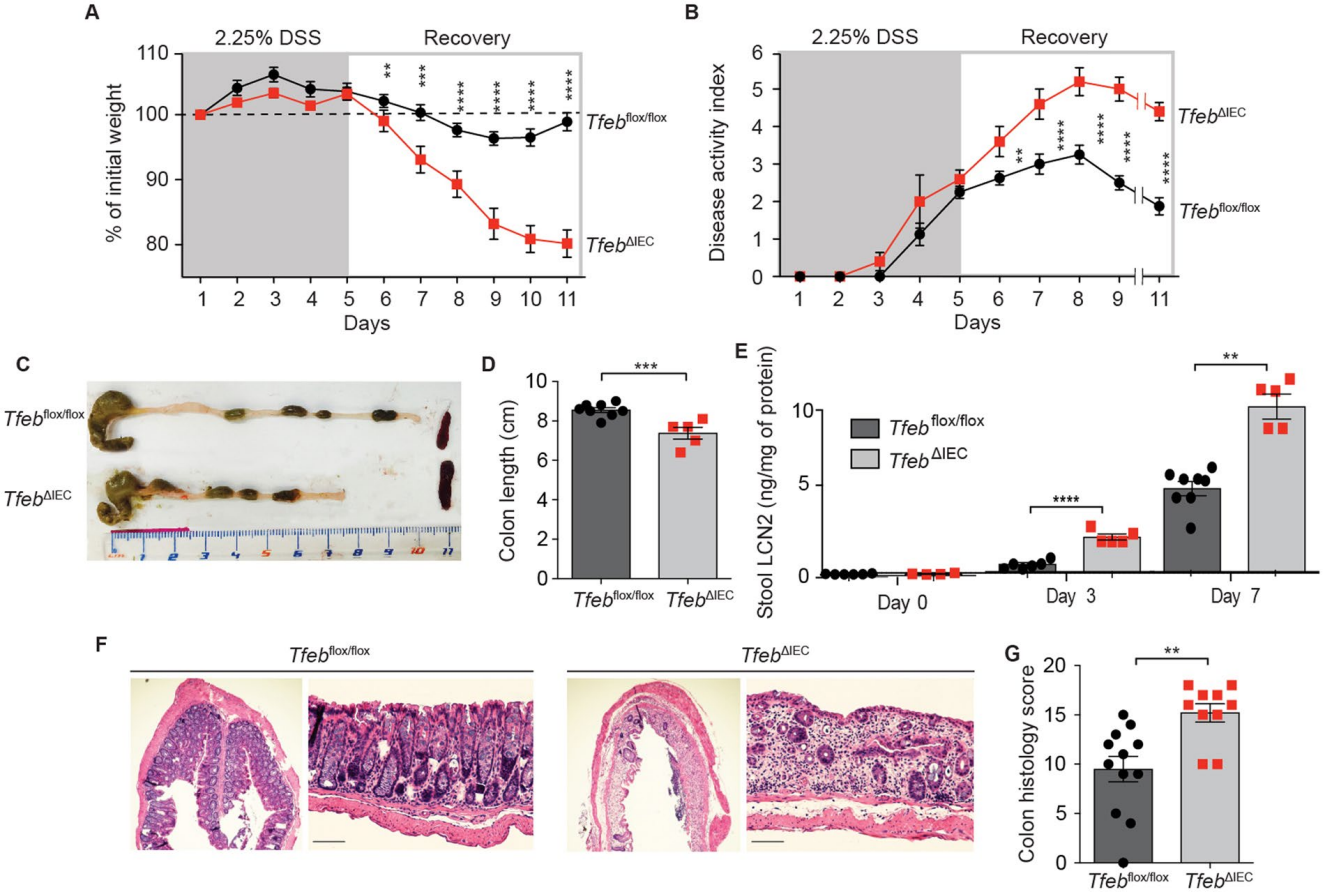
Epithelial deletion of TFEB results in greatly enhanced susceptibility to DSS-induced colitis. (**A**) Body weight and (**B**). Disease activity index as a function of time. *Tfeb* ^*flox/flox*^ mice N = 8, *Tfeb* ^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-way ANOVA test). Representative of two independent trials. (**C**) Colonic lengths and spleen sizes of representative *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at Day 11. (**D**) Quantification of colon length. *Tfeb* ^*flox/flox*^ mice N = 8, *Tfeb* ^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. ***p < 0.001 (two-sample *t* test). (**E**) Stool Lipocalin 2 (LCN2) as a function of time. *Tfeb* ^*flox/flox*^ mice N = 8, *Tfeb* ^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. **p < 0.01, ****p < 0.0001 (two-way ANOVA test). (**F**) H&E staining of colonic sections of representative *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at Day 11. Scale bars represent 50 μm. (**G)** Colon histology score at Day 11. *Tfeb* ^*flox/flox*^ mice N = 12, *Tfeb* ^ΔIEC^ mice N = 10. Data are means, error bars are S.E.M. **p < 0.01 (two-sample *t* test).

### Epithelial TFEB is required for restoration of the epithelial barrier

To gain further insight into the consequences of TFEB deletion, we examined the expression of pro-inflammatory cytokines in colon tissue of animals at the end of the recovery phase (day 11). Using qRT-PCR, we observed increased expression of genes *Il1b* and *Il6*, which encode IL-1β and IL-6, respectively, in *Tfeb* ^ΔIEC^ colons (Fig. 3A,B). In contrast, the expression of *Ifng* (IFN-γ) and *Il17* (IL-17) remained unaffected by TFEB status (Fig. 3C,D). These results suggested that *Tfeb* ^ΔIEC^ animals specifically exhibit greater expression of pro-inflammatory mediators IL-1β and IL-6. We also detected higher IL-1β protein levels in spleens of *Tfeb* ^ΔIEC^ animals (Fig. 3E), suggesting that they develop greater systemic as well as local inflammation. Consistent with this idea, *Tfeb* ^ΔIEC^ animals displayed enlarged spleens after recovery from DSS (Fig. 3F). Collectively, these data support a role for TFEB expressed in IECs to limit inflammation, and thus to affect the healing of the intestinal epithelial barrier after injury.

**Figure 3:**
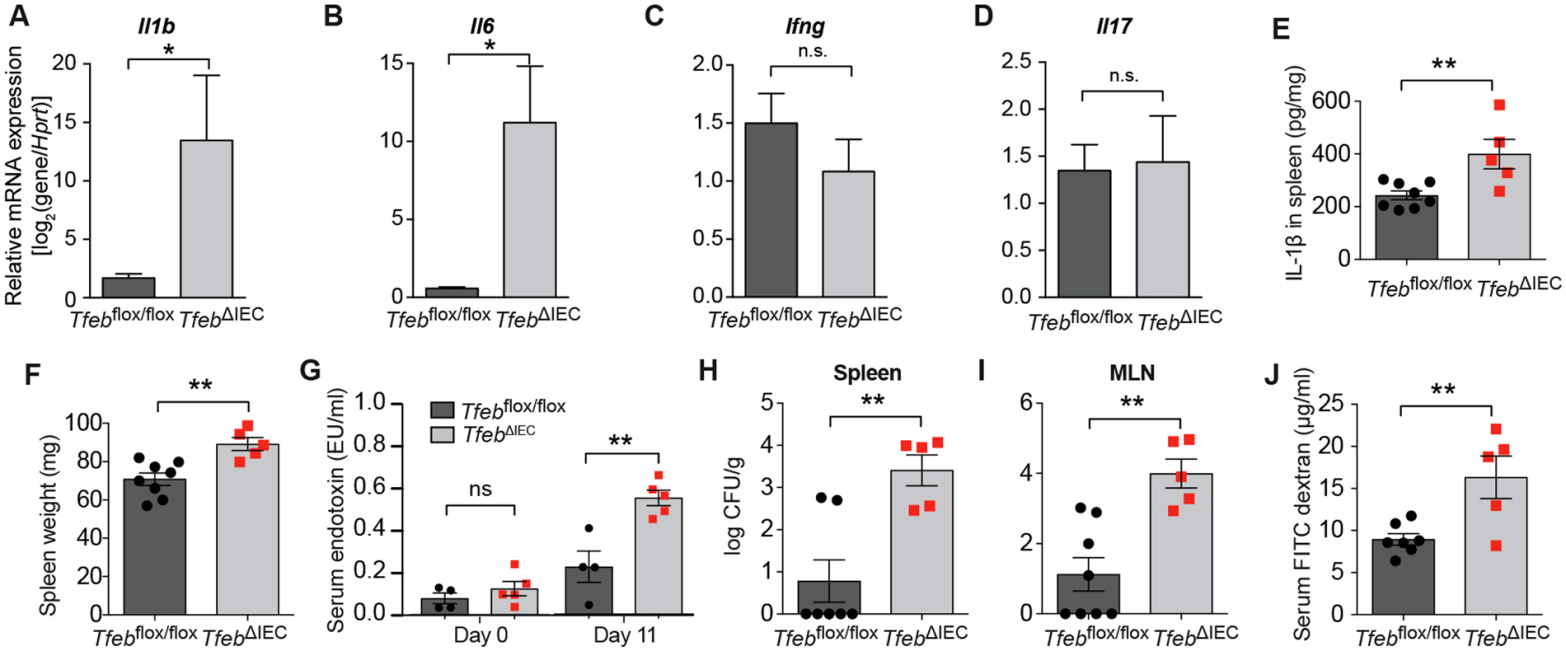
Increased inflammation and bacterial translocation in *Tfeb* ^ΔIEC^ animals. (**A**–**D**) qRT-PCR from colonic tissue of genes *Il1b* (a), *Il6* (b), *Ifng* (c), and *Il17* (d) relative to reference gene *Hprt*. Data are means of three biological replicates, error bars are S.E.M. *p < 0.05 (two-sample *t* test). (**E**) Il-1β ELISA using splenic extracts from *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals. *Tfeb* ^*flox/flox*^ mice N = 8, *Tfeb* ^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. **p < 0.01 (two-sample *t* test). (**F**) Splenic weights from *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals. Data are means, error bars are S.E.M. **p < 0.01 (two-sample *t* test). (**G**) Baseline and day 11 serum endotoxin levels. Data are means, error bars are S.E.M. **p < 0.01 (two-sample *t* test). (**H**,**I**) Bacterial colony-forming units (CFU) per g of tissue in spleens (**H**) and mesenteric lymph nodes (**I**). *Tfeb* ^*flox/flox*^ mice N = 7, *Tfeb* ^ΔIEC^ mice N = 5 (**H**). *Tfeb* ^*flox/flox*^ mice N = 8, *Tfeb* ^ΔIEC^ mice N = 5 (**I**). Data are means, error bars are S.E.M. **p < 0.01 (two-sample *t* test). (**J**) Intestinal permeability measured by FITC dextran in serum. *Tfeb* ^*flox/flox*^ mice N = 7, *Tfe*b^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. **p < 0.01 (two-sample *t* test).

After the recovery phase, we measured bacterial endotoxin in the serum, which provides a quantitative measure of impaired intestinal barrier integrity and translocation of microbial products into the bloodstream. Serum endotoxin levels in untreated *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals were not significantly different, indicating the absence of major defects in intestinal permeability at baseline (Fig. 3G). During DSS administration, serum LPS levels increase^22^. As previously shown in wild type mice^25^, serum endotoxin levels returned to normal in *Tfeb* ^*flox/flox*^ control mice after the recovery phase (Fig. 3G). In contrast, *Tfeb* ^ΔIEC^ animals still exhibited three times the normal level of endotoxin during the recovery phase, suggesting that barrier function had not been fully restored (Fig. 3G). Consistent with this result, commensal bacterial translocation to the spleen and the mesenteric lymph nodes remained almost 2 logs higher in the *Tfeb* ^ΔIEC^ animals compared to *Tfeb* ^*flox/flox*^ controls (Fig. 3H,I). These mice also exhibited significantly increased levels of FITC-dextran in the serum after gavage, consistent with a persistent disruption of the intestinal epithelial barrier of *Tfeb* ^ΔIEC^ mice after recovery from DSS treatment (Fig. 3J). These results indicate that epithelial TFEB is critical for barrier restoration after epithelial injury.

### Defective Paneth cells in *Tfeb*^*ΔIEC*^ animals

Intestinal immune homeostasis is maintained in part by specialized secretory epithelial cells that reside in the crypts of the small intestine, known as Paneth cells^26^. A major function of Paneth cell is to secrete antimicrobial peptides, including α defensins (or cryptdins), lysozyme, and phospholipase A1. α defensins are mostly expressed in the small intestine^27^, but are functional in the colon^28^. Paneth cell defects and reduced α defensin expression have been linked to inflammatory bowel disease in humans^29–33^ and to enhanced susceptibility to DSS-induced colitis in mice^34,35^. Therefore, we examined the phenotype of Paneth cells in *Tfeb* ^ΔIEC^ animals. Lysozyme immunofluorescence staining revealed no gross differences in Paneth cell number, organization, or morphology between *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at baseline (Fig. 4A,B). In contrast, ultrastructural examination of intracellular secretory granules using transmission electron microscopy revealed a defect in *Tfeb* ^ΔIEC^ Paneth cells. While the granules in *Tfeb* ^*flox/flox*^ Paneth cells presented the expected electron-dense material tightly surrounded by membrane, *Tfeb* ^ΔIEC^ Paneth cells presented abnormal granule morphology, characterized by partial filling of the membrane-bound compartment, suggestive of a granule biogenesis defect (Fig. 4C,D). Similar Paneth cell granule defects had been previously observed in Atg4B-deficient mice^34^, suggesting that deletion of TFEB in IECs may affect a related mechanism at baseline. These results indicate that epithelial expression of TFEB is required for proper assembly of Paneth cell secretory granules.

**Figure 4:**
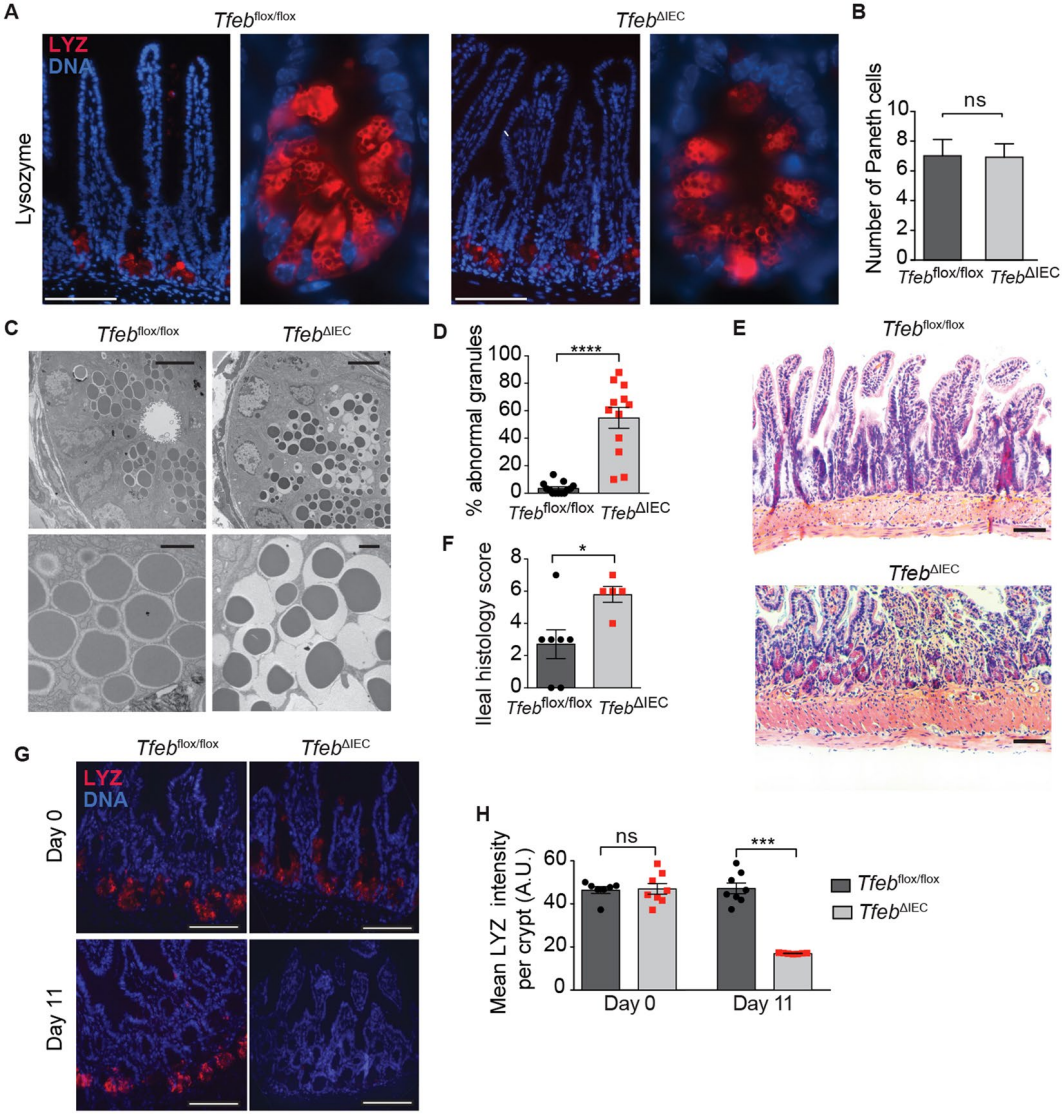
Paneth cell abnormalities in *Tfeb* ^ΔIEC^ animals. (**A**) Lysozyme staining by immunofluorescence in small intestine of representative *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at baseline. Scale bars represent 100 μm. (**B**) Quantification of Paneth cells per crypt. Data are means, error bars are S.E.M. (**C**) Transmission electron microscopy of representative Paneth cells in *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals. Scale bars: 5 µm (Top), 1 µm (Bottom). (**D**) Quantification of Paneth cell granule abnormality. N = 12 cells per genotype. Data are means, error bars are S.E.M. (**E**) H&E staining of small intestine sections from representative *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at day 11. Scale bars, 100 µm. (**F**) Ileal histology score at day 11. *Tfeb* ^*flox/flox*^ mice N = 7, *Tfeb* ^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. (**G**) Lysozyme immunofluorescence in small intestine of representative *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at baseline and Day 11. Scale bars, 100 µm. (**H**) Quantification of lysozyme staining in *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals as shown in f. Data are means, error bars are S.E.M. ns, not significant, *p < 0.05, ***p < 0.001, ****p < 0.0001 (two-sample *t* test).

Based on these findings in Paneth cells, we examined the distal small intestine tissue after recovery from DSS injury. Histologic assessment confirmed more severe histopathology in distal small intestine of *Tfeb* ^ΔIEC^ mice at day 11 (Fig. 4E,F). At baseline and after the recovery phase of DSS colitis, *Tfeb* ^*flox/flox*^ animals had similar numbers of lysozyme+ Paneth cells in the ileum, as evidenced by anti-lysozyme staining. In contrast, *Tfeb* ^ΔIEC^ animals lacked lysozyme+ Paneth cells in the ileum after the recovery phase (Fig. 4G,H), suggesting that epithelial TFEB is essential for Paneth cell survival and restitution after intestinal injury.

### Loss of epithelial TFEB results in minor transcriptional defects at baseline, major changes during injury

To determine the transcriptional effects of loss of TFEB function, we characterized the transcriptomes of colonic epithelial cells from *Tfeb* ^*flox/flox*^ and *Tfeb* ^ΔIEC^ animals by RNA-seq. 

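Epithelial cells were isolated from the colons of *Tfeb* ΔIEC animals, in which Cre recombinase under the villin promoter deletes *Tfeb* in the intestinal epithelium, and of *Tfeb* flox/flox controls. On Day 0 (untreated), Day 4 and Day 11, 2 animals of each genotype were used, 12 animals in all. The methods give a DSS concentration of 2.25%, and the sample labels give 2.5%. The labels give ages of 10 and 12 weeks for the animals of Day 0, 12 weeks for Day 4 and 10 weeks for Day 11. Full-length cDNA libraries were prepared with a variation of the SmartSeq2 protocol and sequenced as paired-end reads on a MiSeq machine. The authors mapped the reads to mm10 with Tophat2 and Bowtie. For each day, the authors compared the genotypes with Cuffdiff and deposited 1 table. It holds 1 FPKM value (fragments per kilobase of transcript, scaled to library size) per gene and genotype, which combines the 2 animals, and a p-value and a q-value per gene. The values are therefore the authors' and carry no error. No difference has a replicate check of its own, and variation between animals enters only through the authors' Cuffdiff test. A gene was counted as called where Cuffdiff tested it and the authors' q was under 0.05, the threshold of the methods. Cuffdiff scaled the genotypes of a day together, so levels on different days come from tables normalized separately. Each table holds 47632 genes, of which Cuffdiff tested 10320 on Day 0, 9611 on Day 4 and 9599 on Day 11. Between 11768 and 13187 genes had a value above 0 in a genotype. The number of reads behind the values is unknown. Log2 fold changes compare *Tfeb* ΔIEC with *Tfeb* flox/flox after a pseudocount of 1 FPKM was added to both values, which understates the change of genes with low values.

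*Tfeb* itself (ENSMUSG00000023990.18), on chromosome 17 of mm10 from 47737030 to 47792419, had an FPKM of 0.901 in *Tfeb* flox/flox and 0.185 in *Tfeb* ΔIEC animals on Day 0. It was listed at 0 in *Tfeb* ΔIEC animals on Day 4, against 1.08 in *Tfeb* flox/flox, and on Day 11, against 1.18. In the authors' deposited table, its q was 0.935 on Day 0, 0.00244 on Day 4 and 0.00306 on Day 11.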

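In the authors' deposited table of Day 4, 360 genes were called lower in *Tfeb* ΔIEC than in *Tfeb* flox/flox animals, 3.75% of the genes tested. In that of Day 11, 259 genes were called lower, 2.70% of the genes tested. Joined by gene, 377 genes were called lower on Day 4 or Day 11 and 242 on both days. The threshold on q moved these counts most among the alternatives tried: at q under 0.01, 134 genes were called lower on Day 4 and 46 on Day 11. The lower genes with the largest change in log2(FPKM + 1) on Day 4 were *Nbr1*, *Snord118* and *Gm15284*. *Nbr1*, on chromosome 11 from 101552149 to 101581951, had an FPKM of 2601 in *Tfeb* flox/flox and 8.21 in *Tfeb* ΔIEC animals, and an annotated transcript of only 63 nt beside its longer ones. *Snord118*, a gene of 135 nt, had 945 in *Tfeb* flox/flox animals and *Gm15284*, on chromosome 8 from 21134642 to 21135598, had 584. Both were listed at 0 in *Tfeb* ΔIEC animals. On Day 11 the lower genes with the largest change were *Nbr1*, *Gm15284* and *Fam134a*, whose FPKM was 266 in *Tfeb* flox/flox and 1.52 in *Tfeb* ΔIEC animals and which has an annotated transcript of 129 nt.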

At the end of the DSS administration (Day 4) and after the recovery period (Day 11), a large set (360 genes) were significantly downregulated in *Tfeb* ^ΔIEC^ animals compared to *Tfeb* ^*flox/flox*^ controls (Fig. 5A, Table S1). The majority of these transcriptomic differences between *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals persisted after the recovery phase (Day 11), consistent with our observation of the large recovery defect in the *Tfeb* ^ΔIEC^ animals. 

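Of the 924 genes called on Day 4 in either direction, 695 were also called on Day 11 in the same direction, a share of 75.2% (95% Wilson confidence interval 72.3 to 77.9, which covers counting error only). The values of both days may rest on the same reads, as the next paragraph describes. The share would then not be a separate measurement of persistence. Among the genes called on both days, 0 were called in opposite directions. With q under 0.01 on both days the share was 57.4%, the largest move among the alternatives tried. Among the genes called on Day 4 only, the 118 lower genes had a median q of 0.0671 in the authors' deposited table of Day 11, and the 111 higher genes had 0.0697. All 118 lower genes and 109 of the higher genes had the same direction on Day 11. Only on Day 11, 17 genes were called lower and 28 higher.

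The values of Days 4 and 11 were also close within each genotype, although the tables were normalized separately and the labels give each day its own animals. In *Tfeb* flox/flox animals, 1679 of the 11746 genes above 0 on both days had an identical FPKM in both tables, a share of 14.3% (95% Wilson confidence interval 13.7 to 14.9). In *Tfeb* ΔIEC animals, 1310 of 12826 genes did, or 10.2% (9.70 to 10.7). Over genes with at least 1 FPKM on both days, the only alternative run for these shares, they were 8.38% and 3.57%. Between Day 0 and Day 4, 0 of 10391 genes in *Tfeb* flox/flox and 0 of 11363 genes in *Tfeb* ΔIEC animals had identical values. Across genes, the values of Days 4 and 11 had a Spearman correlation of 0.994 in *Tfeb* flox/flox and 0.995 in *Tfeb* ΔIEC animals, against 0.836 and 0.891 for Days 0 and 4. The log2 fold changes of Days 4 and 11 had a Spearman correlation of 0.990 over 9512 genes. Genes are not independent replicates in these correlations. The same reads behind the values of both days would give such identical values, so Day 11 may not be a second time point in these tables.

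**Figure D1:**
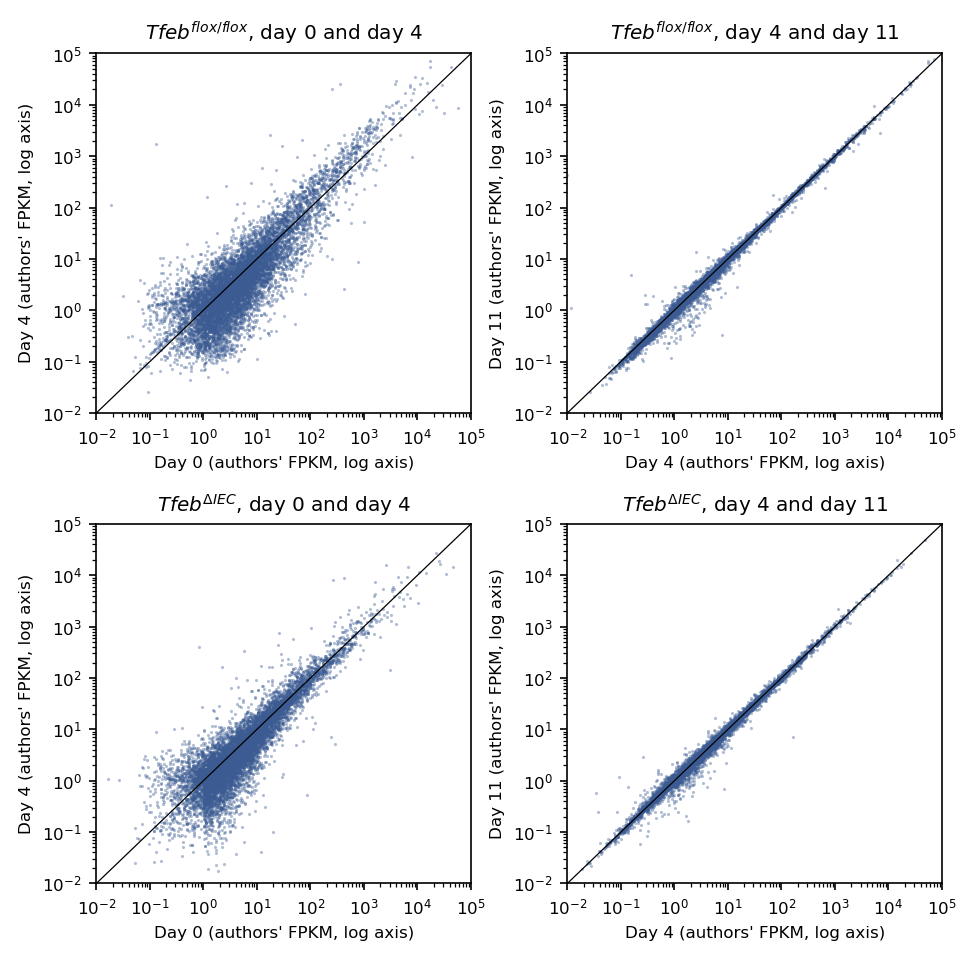
FPKM of each gene on pairs of days (log axes), for *Tfeb* flox/flox (top) and *Tfeb* ΔIEC animals (bottom), with 1 point per gene above 0 on both days and a line where the values are equal. The points of Days 4 and 11 lie close to the line in both genotypes (Spearman correlations of 0.994 and 0.995) and those of Days 0 and 4 scatter around it (0.836 and 0.891).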

Hierarchical clustering analysis segregated the downregulated genes into two main clusters. 

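Of the genes called lower on Day 4 in the authors' deposited table, 298 had a value above 0 in both genotypes. Their FPKM was between 3.76-fold and 410-fold lower in *Tfeb* ΔIEC than in *Tfeb* flox/flox animals, with a median of 6.31-fold. On Day 11, the 218 such genes were between 3.93-fold and 516-fold lower, with a median of 6.91-fold. Over both days together, 313 genes called lower were not listed at 0 in *Tfeb* ΔIEC animals. The genes called lower on Day 4 had a median FPKM of 274 in *Tfeb* flox/flox animals and a median transcript length of 691 nt, against 1974 nt for the genes tested. Among genes with transcripts under 900 nt and an FPKM of at least 50 in *Tfeb* flox/flox animals, 206 of the 601 tested were called lower on Day 4 (34.3%).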

The first cluster contained 296 genes downregulated in the 4-fold to 500-fold range. Gene ontology annotations related to Mitochondria, Ribosome, and Translation were significantly enriched in this cluster (Table S2). 

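Of the genes whose names mark them as ribosomal proteins, 86 had an FPKM of at least 1 in either genotype on Day 4. Their median log2 fold change was -2.22 (95% binomial interval of the median over genes -2.46 to -2.03), and 47 of them were called lower in the authors' deposited table. Of 10000 random lists of as many genes matched on mean expression, 0% had a lower median, and of 10000 lists matched on expression and transcript length, also 0%. The median of the length-matched lists was -1.54, and the central 95% of them lay between -1.81 and -1.25. On Day 11 the median was -2.13, and 31 genes were called lower. The 79 genes of oxidative phosphorylation had a median log2 fold change of -2.41 on Day 4 (interval -2.54 to -2.15), with 42 genes called lower and 2 higher. Lists matched on expression and length had a median of -1.43, with the central 95% between -1.74 and -1.05, and 0% of them lay lower. On Day 11 the median of these genes was -2.29, and 34 were called lower. Of the mitochondrial ribosomal proteins, 74 genes had a median of -1.02 on Day 4, with 9 called lower and 1 higher, and of -0.97 on Day 11. These percentiles describe the pooled values of 2 animals per genotype. On Day 0 the medians of the 3 lists were -0.99, -1.21 and -0.50, and 0 of their genes were called. On that day, before DSS, they lay at percentiles 0.16, 0 and 0.01 of lists matched on expression and length. Among protein-coding genes so matched, an alternative chosen after seeing the data, ribosomal proteins were at percentile 28.1 and oxidative phosphorylation at 0. Among the alternatives, subtraction of the running median over transcript length, which was chosen after seeing the data, moved the Day 4 medians most, to -1.14 for ribosomal proteins and -1.24 for oxidative phosphorylation. That of mitochondrial ribosomal proteins was -0.21 after division of each group by the sum of its values, which moved it most, and -1.61 with genes of at least 10 FPKM.

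Across all 9271 genes used, the log2 fold change of Day 4 rose with transcript length (Spearman correlation across genes, which are not independent replicates, 0.374). Its median was -1.83 in the 10% of the genes with the shortest transcripts, from 204 to 501 nt. It was highest, at 0.65, in the 10% from 2843 to 3492 nt. Among longer transcripts it fell, to 0.61 from 3493 to 4483 nt and to 0.37 from 4486 to 21697 nt. The paper's Table S2 lists 64 genes of its cluster of 311 lower genes under the term ribosome, with a p of 8.07e-63, and 29 under mitochondrial respiratory chain, with a p of 1.14e-33. Of the lists above, that cluster held 47 ribosomal proteins, 43 genes of oxidative phosphorylation and 10 mitochondrial ribosomal proteins.

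**Figure D2:**
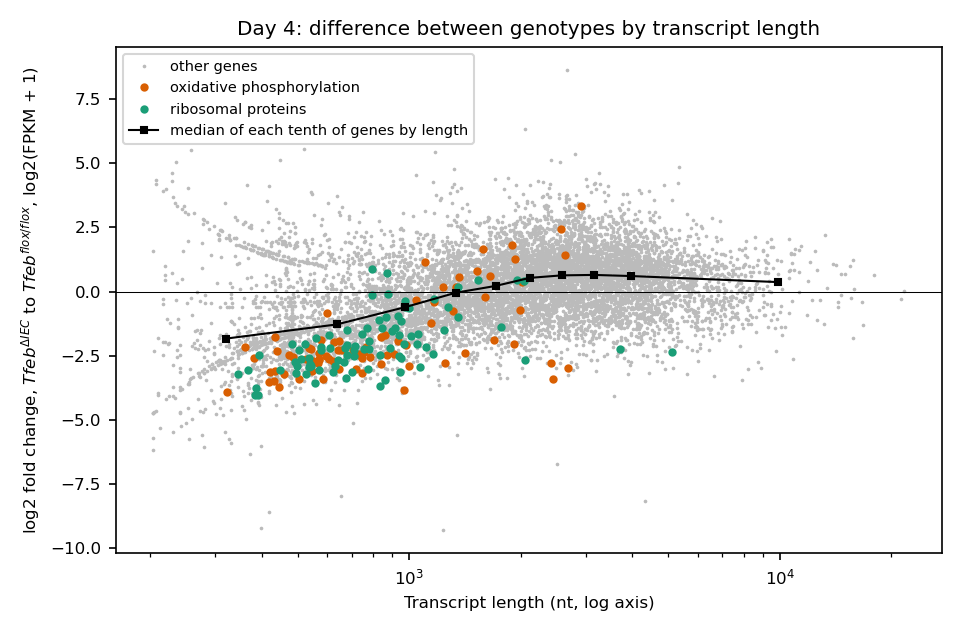
Log2 fold change from *Tfeb* flox/flox to *Tfeb* ΔIEC animals on Day 4, on the scale of log2(FPKM + 1), against transcript length in nt (log axis), with 1 point per gene with an FPKM of at least 1 in either genotype and squares for the medians of 10 groups of genes by length. Ribosomal proteins and genes of oxidative phosphorylation lie mostly among the shorter transcripts, with medians of -2.22 and -2.41.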

The second cluster contained 64 genes that were not detected in the *Tfeb* ^ΔIEC^ animals. These included α defensin genes *Defa21*, *Defa25*, and *Defa26*, in addition to *Tfeb*. 

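Of the genes called lower in the authors' deposited table, 62 were listed at 0 in *Tfeb* ΔIEC animals on Day 4 and 41 on Day 11. Over both days, 64 genes called lower were listed at 0 in *Tfeb* ΔIEC animals on each day on which they were called. This count fell to 27 at q under 0.01, the largest move among the alternatives tried. The median FPKM in *Tfeb* flox/flox animals of the 62 genes of Day 4 was 5.10. A value of 0 was common among the genes tested on Day 4, with 619 at 0 in *Tfeb* ΔIEC and 588 at 0 in *Tfeb* flox/flox animals.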

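*Defa25* (ENSMUSG00000094687.1), on chromosome 8 from 21084442 to 21085285, had an FPKM of 64.8 in *Tfeb* flox/flox animals on Day 4 and 64.1 on Day 11. *Defa26* (ENSMUSG00000060070.5), on chromosome 8 from 21618183 to 21618972, had 79.3 and 69.0, and *Defa21* (ENSMUSG00000074447.2), on chromosome 8 from 21025545 to 21026516, had 14.6 and 13.0. All 3 genes were listed at 0 in *Tfeb* ΔIEC animals on both days, and in both genotypes on Day 0. On Day 0, *Defa24* had 29.6 and *Defa17* 7.63 in *Tfeb* flox/flox animals, and both were listed at 0 in *Tfeb* ΔIEC animals. Neither was called, with a p of 0.0003 and 0.0477 and a q of 0.0525 and 0.819 in the authors' deposited table of Day 0. In the authors' deposited table of Day 4, q was 0.00641 for *Defa25*, 0.00244 for *Defa26* and 0.0399 for *Defa21*. On Day 11 it was 0.0314, 0.00527 and 0.0740, so that *Defa21* was not called. The α defensin genes share sequence, and reads of 1 gene can be counted for another. No other gene has 59.8% of the 50-base sequences of *Defa26*, 27.1% of those of *Defa21* and 25.2% of those of *Defa25*. For *Defa24* this share is 71.9% and for *Defa17* it is 8.05%. The α defensins were listed by gene name. This leaves out *Gm15284*, a gene between *Defa25* and *Defa26* on chromosome 8 that was called lower on Days 4 and 11. Of the 11 listed genes, 7 had an FPKM of at least 1 on Day 4, with a median log2 fold change of -6.01. All 7 were lower in *Tfeb* ΔIEC animals. The median on Day 11 was -6.00. *Defa24* had the highest of these values, 1610 in *Tfeb* flox/flox and 3.18 in *Tfeb* ΔIEC animals on Day 4, and was not called, with a q of 0.463 in the authors' deposited table. *Defa17* had 297 and 3.61 and *Defa22* had 25.8 and 1.59, and neither was called. These transcripts are short, and length-matched lists of 7 genes had a median of -2.04 on Day 4, with the central 95% between -3.34 and -0.21.

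**Figure D3:**
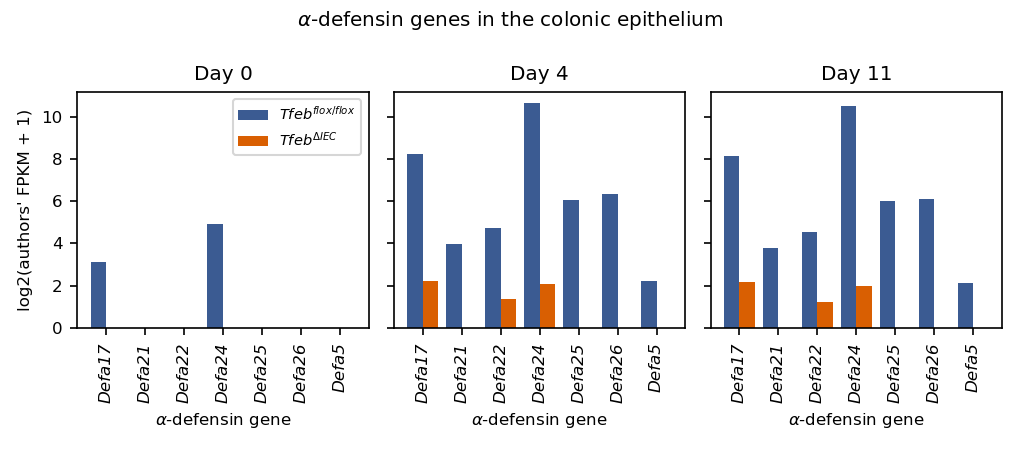
The authors' FPKM of the α defensin genes, listed by gene name, with at least 1 FPKM on any day, as log2(FPKM + 1), in *Tfeb* flox/flox and *Tfeb* ΔIEC animals on Days 0, 4 and 11, with 1 bar per gene and genotype and no bar where the value is listed at 0. On Days 4 and 11, the bars of *Tfeb* ΔIEC animals are lower than those of *Tfeb* flox/flox animals for each gene, as for *Defa24* with 1610 against 3.18 FPKM on Day 4.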

As mentioned, defensins are antimicrobial peptides mostly secreted by Paneth cells that play a critical role in shaping the microbiome. Proper expression of defensins is required for intestinal homeostasis, and their disruption is linked to dysbiosis^36^. qRT-PCR confirmed lower *Defa25* and *Defa26* expression in epithelial cells of *Tfeb* ^ΔIEC^ animals compared to *Tfeb* ^*flox/flox*^ animals at Day 11 after DSS treatment (Fig. 5B,C). These results support the hypothesis that TFEB is required for proper defensin gene expression after epithelial injury, and are consistent with the observed secretory granule defect at baseline and absence of Paneth cells after recovery in *Tfeb* ^ΔIEC^ animals.

**Figure 5:**
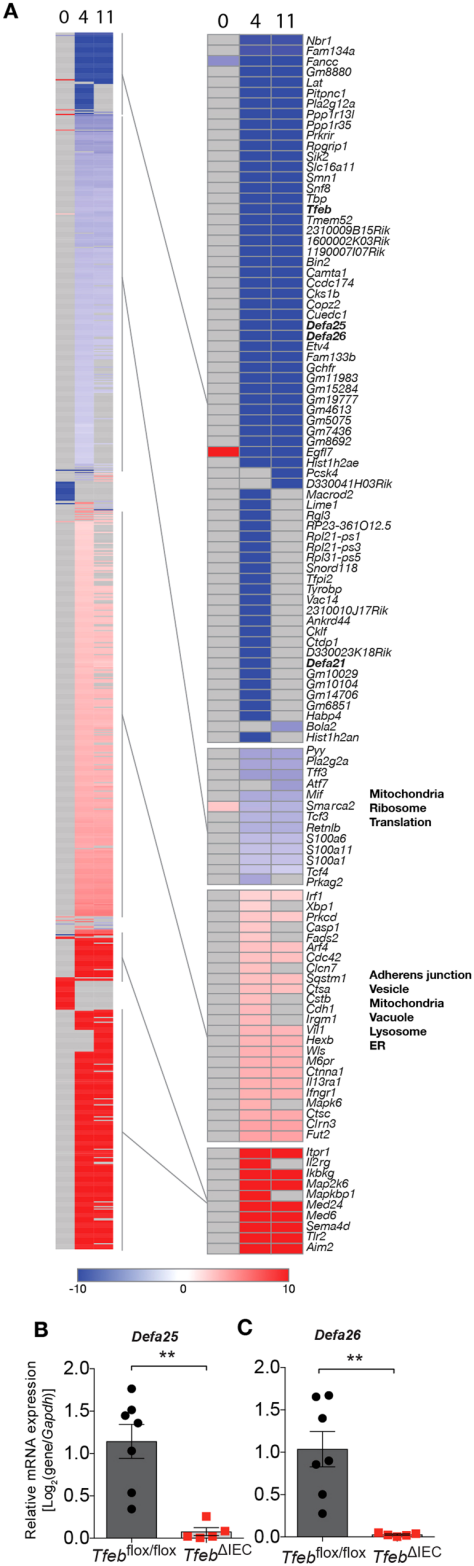
Transcriptional defects in enterocytes from DSS-treated *Tfeb* ^ΔIEC^ animals. (**A**) Differentially expressed genes at days 4 and 11. Over-represented GO annotations are indicated to the right of the respective clusters. (**B**,**C**) qRT-PCR of *Defa25* (c) and *Defa26* (d) relative to reference gene *Gapdh* in *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at day 11. *Tfeb* ^*flox/flox*^ mice N = 7, *Tfeb* ^ΔIEC^ mice N = 5. Data are means, error bars are S.E.M. **p < 0.01, (two-sample *t* test).

Conversely, 564 genes were significantly upregulated in *Tfeb* ^ΔIEC^ animals compared with *Tfeb* ^*flox/flox*^ controls, during DSS induction and recovery (Fig. 5A, Table S1). These segregated into two clusters as well; 217 genes that were not detected in the *Tfeb* ^*flox/flox*^ animals, and 347 that were upregulated in *Tfeb* ^ΔIEC^ animals in the 4 to 500-fold range. 

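In the authors' deposited table of Day 4, 564 genes were called higher in *Tfeb* ΔIEC than in *Tfeb* flox/flox animals, 5.87% of the genes tested, and in that of Day 11, 481 genes, or 5.01%. Joined by gene, 592 genes were called higher on Day 4 or Day 11 and 453 on both days. Of all calls, 61.0% were higher on Day 4 and 65.0% on Day 11. With genes of at least 5 FPKM in either genotype, 352 and 271 genes were called higher on these days, 52.5% and 54.2% of the calls. The higher genes with the largest change in log2(FPKM + 1) on both days were *Txnrd3*, *Sepp1* and *Gm20056*. *Txnrd3* was listed at 0 in *Tfeb* flox/flox animals on both days and had an FPKM of 397 in *Tfeb* ΔIEC animals on Day 4 and 442 on Day 11. On Day 0 its values were 513 in *Tfeb* flox/flox and 0.814 in *Tfeb* ΔIEC animals. *Sepp1* had 53.0 in *Tfeb* flox/flox and 4390 in *Tfeb* ΔIEC animals on Day 4. Both genes have an annotated selenocysteine, as have 4 of the 16 longer genes whose FPKM varied at least 32-fold over the 6 group values. *Gm20056*, a gene of 519 nt, was listed at 0 in *Tfeb* flox/flox and had 45.8 in *Tfeb* ΔIEC animals on Day 4. The genes called higher on Day 4 had a median transcript length of 2695 nt and a median FPKM of 15.2 in *Tfeb* ΔIEC animals.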

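Of the genes called higher in the authors' deposited table, 217 were listed at 0 in *Tfeb* flox/flox animals on Day 4 and 216 on Day 11. Over both days, 236 were at 0 in *Tfeb* flox/flox animals on each day on which they were called, and 356 were not. The 217 genes of Day 4 had a median FPKM of 1.79 in *Tfeb* ΔIEC animals. With genes of at least 5 FPKM in either genotype, 27 genes over both days were at 0 in *Tfeb* flox/flox animals, in place of 236. The 347 genes of Day 4 above 0 in both genotypes were between 3.57-fold and 378-fold higher in *Tfeb* ΔIEC animals, with a median of 7.70-fold. The 265 such genes of Day 11 were between 3.73-fold and 80.9-fold higher, with a median of 8.44-fold.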

In the latter category, we identified genes involved in autophagy (*Irgm1*, *Sqstm1*), in the endoplasmic reticulum unfolded protein response (*Xbp1*), and in lysosomal function (Cathepsin genes *Ctsa*, *Ctsb*, and *Ctsc*, mannose-6-phosphate receptor *M6pr*, and β-hexosaminidase subunit β *Hexb*). 

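On Day 4, the FPKM of *Irgm1* was 2.57 in *Tfeb* flox/flox and 17.7 in *Tfeb* ΔIEC animals, that of *Sqstm1* 17.5 and 106, and that of *Xbp1* 14.6 and 55.4. Among the lysosomal genes, *Ctsa* had an FPKM of 10.9 in *Tfeb* flox/flox and 70.0 in *Tfeb* ΔIEC animals, *Ctsb* 13.3 and 73.9, *Ctsc* 2.11 and 20.1, and *M6pr* 3.26 and 27.4. The log2 fold changes of these 7 genes lay between 1.85 (*Xbp1*) and 2.76 (*Ctsc*). In the authors' deposited table of Day 4, their q lay between 0.00968 (*M6pr*) and 0.0439 (*Xbp1*). On Day 11 the log2 fold changes lay between 1.88 (*Xbp1*) and 2.82 (*Ctsc*), and *Irgm1*, *Xbp1* and *Ctsb* were not called, with a q of 0.0517, 0.0620 and 0.0986 in the authors' deposited table. On Day 0 none of the 7 was called, and their log2 fold changes lay between -0.25 (*Irgm1*) and 0.67 (*M6pr*). Their median transcript lengths lie between 1513 and 4743 nt, and all genes with transcripts from 1911 to 2343 nt had a median log2 fold change of 0.54 on Day 4.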

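A list of 86 lysosome and autophagy genes was compared with the calls. Of the 77 listed genes that Cuffdiff tested on Day 4, the authors' deposited table called 14 higher in *Tfeb* ΔIEC animals. They included *Asah1*, *Clcn7*, *Gabarapl1*, *Lamp2*, *Psap*, *Tmem55b* and *Vps35*. On Day 11, 11 of 77 were called higher, and *Clcn7* was no longer among them. The paper's Table S2 divides the genes called higher into a cluster of 355 genes, which held 12 of the 86, and a cluster of 237 genes, which held 2. For the cluster of 355 genes, the paper's table lists 22 genes under adherens junction (p of 0.000222), 36 under cytoplasmic vesicle (p of 3.39e-05), 17 under vacuole (p of 0.00815) and 36 under mitochondrion (p of 0.000655).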

Only the latter cluster exhibited enrichment of gene ontology annotation categories, which were related to adherens junctions, vesicle/vacuole/lysosome, mitochondria, and the endoplasmic reticulum (Table S2). 

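The lysosome and autophagy genes with an FPKM of at least 1 in either genotype, 76 genes, had a median log2 fold change of 0.80 on Day 4 (95% binomial interval over genes 0.32 to 1.25) and 0.78 on Day 11. On Day 4, 53 of them were higher and 23 lower in *Tfeb* ΔIEC animals. The Day 4 median was at percentile 100 of random lists matched on expression and at percentile 98.5 of those matched on expression and transcript length, whose central 95% lay between 0.10 and 0.77. With the longest transcript in place of the median length, an alternative chosen after seeing the data, the percentile was 97.2 and no longer above the central 95%. Division of each group by the sum of its values moved the median most, to 1.39, with the median of all genes moving from 0.06 to 0.68. A single listed gene, *Nbr1*, was called lower in the authors' deposited table on both days. Without it the medians were 0.82 and 0.79. *Nbr1* has the transcript of 63 nt, and on Day 0 its FPKM was 17.5 in *Tfeb* flox/flox and 23.9 in *Tfeb* ΔIEC animals.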

Taken together, these findings surprisingly showed no defect in the expression of lysosomal and autophagy genes in *Tfeb* ^ΔIEC^ animals, and suggested that unknown cellular mechanisms may be activated to compensate for the loss of TFEB within intestinal epithelial cells. These putative compensatory mechanisms may induce the expression of innate immunity, cell adhesion, and organelle genes in an attempt to restore tissue homeostasis. Alternatively, the observed gene induction could be secondary to the enhanced inflammatory infiltration caused by loss of TFEB.

In contrast to these large differences during and after DSS treatment, there were few differentially expressed genes between unperturbed *Tfeb* ^*flox/flox*^ and *Tfeb* ^ΔIEC^ animals (Fig. 6A, Table S1). 

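In the authors' deposited table of Day 0, 58 genes were called, 21 lower and 37 higher in *Tfeb* ΔIEC animals, which is 0.203% and 0.359% of the genes tested. Before correction, 556 genes had a p under 0.05 on Day 0, against 2113 on Day 4 and 2019 on Day 11. At q under 0.01, 0 genes were called on Day 0. When the p-values of the 3 days were adjusted together, 51 genes were called lower and 80 higher on Day 0. The called genes were expressed at low levels: the median FPKM in the genotype with the higher value was 1.87 for the lower and 1.76 for the higher genes. Of the 37 higher genes, 31 were listed at 0 in *Tfeb* flox/flox animals. The largest changes among the higher genes were those of *Foxn3*, *Cflar* and *B230118H07Rik*. *Foxn3* had an FPKM of 1.50 in *Tfeb* flox/flox and 87.5 in *Tfeb* ΔIEC animals and has an annotated transcript of 168 nt, *Cflar* had 0.264 and 12.9, and *B230118H07Rik* was listed at 0 in *Tfeb* flox/flox and had 7.59 in *Tfeb* ΔIEC animals. Whether the effect of the genotype differs between days was not tested, since each day was compared in a table of its own.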

Just 21 genes were significantly downregulated in *Tfeb* ^ΔIEC^ animals compared to *Tfeb* ^*flox/flox*^ controls, yet none of these were known autophagy or lysosomal biogenesis genes. This suggested the unexpected conclusion that TFEB is dispensable in the colonic epithelium for autophagy and lysosomal gene expression at baseline.

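Of the 21 genes called lower on Day 0, 18 were listed at 0 in *Tfeb* ΔIEC animals, and the other 3 were between 12.3-fold and 369-fold lower. The largest changes were those of *Selenoh*, *Gm10801* and *Apoa1*. *Selenoh*, which encodes a selenoprotein, had an FPKM of 840 in *Tfeb* flox/flox and 2.28 in *Tfeb* ΔIEC animals, and *Gm10801* had 77.5 in *Tfeb* flox/flox animals and was listed at 0 in *Tfeb* ΔIEC animals. None of the 86 listed lysosome and autophagy genes was among the 21. Of the 58 genes called in either direction on Day 0, 11 were also called on Day 4 or Day 11, 6 in the same and 5 in the opposite direction. The 6 genes were *Ect2*, *Fancc*, *Kctd18*, *Selenoh*, *Tia1* and *Wdr37*, and the 5 were *Egfl7*, *Itsn1*, *Sft2d1*, *Smarca2* and *Tle1*. These genes were named after their values were seen.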

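Cuffdiff tested 80 of the listed lysosome and autophagy genes on Day 0, and the authors' deposited table called 0 of them in either direction. The 79 genes with an FPKM of at least 1 in either genotype had a median log2 fold change of 0.25 (95% binomial interval over genes 0.10 to 0.38), with 54 genes higher and 25 lower in *Tfeb* ΔIEC animals. This median was at percentile 94.8 of random lists matched on expression and at percentile 57.1 of lists matched on expression and transcript length. After subtraction of the running median over transcript length, chosen after seeing the data, it was -0.01. From the absence of autophagy and lysosomal genes among the genes downregulated at baseline, the paper proposes that TFEB is dispensable for their expression in the colonic epithelium of unperturbed animals.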

**Figure 6:**
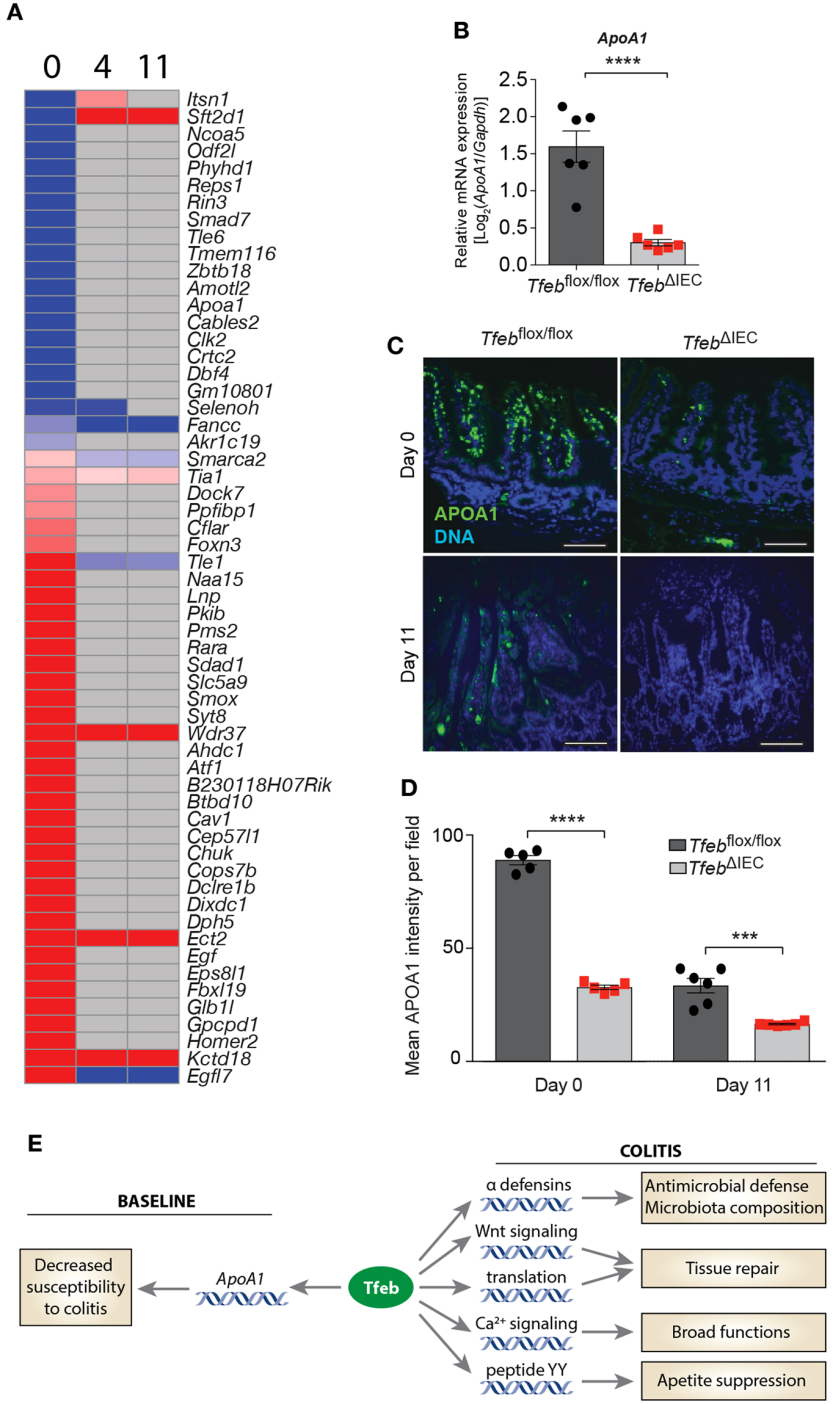
Transcriptional defects in enterocytes from unperturbed *Tfeb* ^ΔIEC^ animals. (**A**) Differentially expressed genes at day 0 (untreated), comparing *Tfeb* ^ΔIEC^ to *Tfeb* ^*flox/flox*^ animals as reference. (**B**) qRT-PCR of *ApoA1* relative to reference gene *Gapdh* in *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at baseline. *Tfeb* ^*flox/flox*^ mice N = 6, *Tfeb* ^ΔIEC^ mice N = 6. ****p < 0.0001 (two-sample *t* test). (**C**) Anti-APOA1 immunofluorescence in representative *Tfeb* ^ΔIEC^ and *Tfeb* ^*flox/flox*^ animals at baseline and day 11. Scale bars, 100 µm. (**D**) Quantification of anti-APOA1 immunofluorescence. ***p < 0.001, ****p < 0.0001 (two-way ANOVA test). (**E**) Working model for the observed TFEB-dependent decreased transcription of genes at baseline (left) and during colitis (right). The arrows connecting TFEB to each gene/category are not meant to imply direct regulation.

*ApoA1* encodes apolipoprotein A1, which is the major constituent of high density lipoprotein (HDL)^37^. APOA1 in HDL is important for the transport of cholesterol and phospholipids from the periphery to the liver. Importantly, deficiency in human *APOA1* expression has been linked to susceptibility to inflammatory bowel disease in humans^38,39^. Furthermore, loss of intestinal *ApoA1* results in greatly enhanced susceptibility to DSS-induced colitis and malignant transformation in mice^40^. In fact, overexpression of human APOA1 protects mice from DSS colitis^41^. These previous studies establish causality between APOA1 expression and intestinal inflammation. Strikingly, *ApoA1* was strongly downregulated in *Tfeb* ^ΔIEC^ animals (Fig. 6A), suggesting that APOA1 could contribute to TFEB-mediated epithelial protection.

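*Apoa1* (ENSMUSG00000032083.8), on chromosome 9 of mm10 from 46228580 to 46230466, had an FPKM of 17.7 in *Tfeb* flox/flox animals on Day 0 and was listed at 0 in *Tfeb* ΔIEC animals, with a q of 0.0139 in the authors' deposited table. With 2 animals per genotype and 0 in 1 of the groups, the fold cannot be given. On Day 4 its FPKM was 4.99 in *Tfeb* flox/flox and 1.89 in *Tfeb* ΔIEC animals, a log2 fold change of -1.05, and on Day 11 it was 5.31 and 1.89, a log2 fold change of -1.13. It was not called on either day, with a q of 0.501 and 0.534 in the authors' deposited table. The levels of the 3 days come from tables normalized separately.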

### Defective APOA1 expression in *Tfeb*^ΔIEC^ animals

Using qRT-PCR, we confirmed that intestinal epithelial cells from unperturbed *Tfeb* ^ΔIEC^ animals express much lower *ApoA1* mRNA than *Tfeb* ^*flox/flox*^ animals (Fig. 6B). Immunofluorescence staining for APOA1 revealed a major reduction in epithelial APOA1 in unperturbed animals (Fig. 6C,D). After recovery from DSS colitis, while *Tfeb* ^*flox/flox*^ animals exhibited reduced but detectable APOA1 expression, APOA1 expression in *Tfeb* ^ΔIEC^ animals was lost (Fig. 6C,D). These results demonstrate a severe reduction in APOA1 expression caused by TFEB deficiency in the intestinal epithelium at baseline and after recovery from injury. Such defects in APOA1 expression could provide a mechanistic basis for the greatly enhanced susceptibility of *Tfeb* ^ΔIEC^ animals to chemically-induced colitis.

## Discussion

We report here the first functional analysis of TFEB in the intestinal epithelium, and identify TFEB as a critical determinant of susceptibility to epithelial injury. We found that TFEB is constitutively expressed in intestinal epithelial cells in healthy animals. Conditional deletion of TFEB in the intestinal epithelium resulted in alterations to the Paneth cell compartment of the small intestine, and in minor transcriptional changes in colonic epithelial cells at baseline. Of note, *ApoA1* expression was significantly downregulated at baseline in *Tfeb* ^ΔIEC^ animals (Fig. 5H). The lack of a major transcriptional effect of TFEB deletion on the expression of genes in intestinal epithelial cells of unperturbed animals suggests that TFEB is not strongly engaged under baseline homeostatic conditions. This is consistent with our finding that TFEB localizes primarily to the cytosol of the intestinal epithelial cells in healthy animals, because cytosolic retention of TFEB is a major mode of its regulation^42^.

Animals lacking TFEB in the intestinal epithelium were much more susceptible to intestinal injury compared to control animals. Conditional deletion of epithelial TFEB resulted in greatly enhanced pathology throughout the entire intestine after DSS treatment, as measured by several parameters, including cytokine expression, body weight loss, disease severity, and markers of inflammation in stool. The epithelial barrier exhibited more severe breakdown, as evidenced by increased permeability and bacterial translocation to distal organs. During the recovery phase, wild type mice were able to recover and repair the damage to the epithelium while conditionally deleted animals were unable to do so. These observations reveal a key role for TFEB deletion in the ability to protect the epithelium from chemical injury, and to repair the damage caused by the resulting exuberant inflammatory response.

Transcriptional profiling revealed a profound effect of TFEB deletion on the transcriptome of colonic enterocytes in DSS-treated animals (Fig. 6E). Among the downregulated genes, the notable absence of autophagy or lysosomal genes indicates that TFEB is not required for their expression in the intestinal epithelium, which is in stark contrast to other cell types, including HeLa cells and hepatocytes^16^. In contrast, the α defensin genes *Defa25* and *Defa26* were strongly dependent on TFEB. Defensins are antimicrobial peptides expressed by the intestinal epithelium, and are known to play important roles in intestinal homeostasis and host defense against infection^43^. Our results suggested that Tfeb is required for the expression of a subset of α defensin genes. These results are consistent with the striking defect in Paneth cell secretory granule morphology, and collectively suggest an important role for Tfeb in secretory cells of the ileum and colon.

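*Tff3* (ENSMUSG00000024029.4), on chromosome 17 from 31125306 to 31129646, had an FPKM of 28759 in *Tfeb* flox/flox and 2166 in *Tfeb* ΔIEC animals on Day 4, a log2 fold change of -3.73, and 29108 and 2156 on Day 11. *Pyy* (ENSMUSG00000017311.15), the gene of Peptide YY, on chromosome 11 from 102106676 to 102107832, had 209 and 17.8 on Day 4, a log2 fold change of -3.48, and 241 and 20.9 on Day 11. Both genes were called lower on both days in the authors' deposited table. On Day 0 neither was called, with log2 fold changes of -1.61 for *Tff3* and -0.66 for *Pyy*. The transcripts are short, 493 nt for *Tff3* and 551 nt for *Pyy*. On Day 4, all genes from 204 to 501 nt had a median log2 fold change of -1.83, and those from 502 to 808 nt had -1.28.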

Interestingly, the expression of trefoil-factor 3 (Tff3), which is important for intestinal tissue repair^44^, and of Peptide YY, which is expressed by enteroendocrine cells and mediates communication with the central nervous system to induce satiety^45^, were also reduced in the knockout. 

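*Tfe3*, on the X chromosome from 7762560 to 7775202, had an FPKM of 4.32 in *Tfeb* flox/flox and 1.90 in *Tfeb* ΔIEC animals on Day 0, 1.56 and 3.61 on Day 4, and 2.09 and 2.81 on Day 11. It was not called on any of the 3 days, with a q of 0.932, 0.673 and 0.858 in the authors' deposited table.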

For the most part, genes that participate in autophagy or lysosomal biogenesis appeared to be unaffected, which could be a result of the action of the TFEB-related transcription factor Tfe3^46^. Whether Tfe3 is capable of compensating for the loss of TFEB in the intestinal epithelium for the expression of autophagy and lysosomal genes is an important question that requires further examination. Overall, these results show that TFEB is required in the intestine for the expression of genes that participate in antimicrobial defense, tissue repair, and appetite control.

The loss of APOA1 expression that we observed in unperturbed *Tfeb* ^ΔIEC^ mice could explain, at least partially, their enhanced susceptibility to epithelial injury and colitis. In humans, loss of APOA1 causes familial HDL deficiency, Tangier disease, and familial visceral amyloidosis^47^. APOA1 expression is reduced in Crohn’s disease patients, and APOA1 levels inversely correlate with disease activity^38,48^. Furthermore, APOA1 transcription is reduced in the ileal intestinal epithelium of pediatric CD patients, and is part of a specific transcriptional signature for that population^38,39^. Recent studies showed that APOA1-deficient mice exhibit greatly enhanced susceptibility to DSS colitis and colitis associated carcinoma, establishing a causal link between APOA1 status and intestinal inflammation in mammals^40^. Furthermore, overexpression of human APOA1 is sufficient to protect mice from DSS colitis^41^. The exact molecular mechanism by which APOA1 protects against epithelial injury and malignancy is unknown. One proposed mechanism involves sequestration of LPS by HDL, thus reducing pro-inflammatory signaling through TLR4^49^. Because *Tfeb* ^ΔIEC^ mice express greatly reduced levels of APOA1 in their intestinal epithelium, it is possible that their lack of APOA1 results in higher levels of LPS leakage during the initial stages of DSS induction, resulting in more severe inflammation and non-resolving tissue damage. Thus, we document a novel role for TFEB in the expression of APOA1, a known protective factor against epithelial injury and colitis in rodents and humans.

The importance of TFEB and related transcription factors in inflammation and immunity is emerging. Both TFEB and TFE3 were shown to be activated by LPS in macrophages, and to directly trigger a sizable portion of the downstream transcriptional response^46^. Among the genes that are affected by TFEB and TFE3 deletion are IL-6 and TNFα, which are major contributors to intestinal inflammation *in vivo* ^11,46^. In addition, TFEB was shown to be activated in macrophages during Fc receptor-mediated phagocytosis, and in dendritic cells during treatment with LPS^50,51^. In this context, TFEB is important for antigen cross-presentation with important consequences for the adaptive immune response. Finally, TFEB was shown to be involved in a lysosomal homeostatic mechanism mediated by Cathepsin B during *F*. *novicida* infection in macrophages^52^. It is important to determine the contribution of TFEB to immune homeostasis and host defense against diverse challenges, including epithelial injury, *in vivo*. From the present study, it is apparent that TFEB exerts an important function in intestinal epithelial cells to ensure proper Paneth cell function and protect the intestinal epithelium from injury.

## Experimental Procedures

### Mice

Mice were bred in specific-pathogen-free facilities at Massachusetts General Hospital. All experiments were conducted following protocols approved by the animal ethics committees at Massachusetts General Hospital. Mice expressing cre recombinase under control of the villin promoter (*Villin-cre*) were purchased from Jackson Laboratory. *Tfeb* ^*flox/flox*^ mice^18^ were obtained from Telethon Institute of Genetic Medicine in Naples, Italy. These mice were bred with *Villin-cre* mice to create mice with conditional targeted deletion of *Tfeb* gene. All the mice were 8–12 weeks old at the time of all the experiments.

### Tissue preparation for immunofluorescence

Mice were sacrificed by CO_2_ asphyxiation. Pieces of small intestine and colon were quickly dissected, opened longitudinally and washed in PBS. 4% paraformaldehyde (WAKO) was used for fixation. Fixed tissues were immersed in PBS containing 30% sucrose (Sigma-Aldrich) for overnight, embedded in OCT compound (Sakura Finetek USA) and frozen at −80 °C. 8 μm sections were cut using Leica CM3050 cryostat (Leica Microsystems) and mounted on microscope slides.

### Immunofluorescence staining

Sections were air-dried and microwaved for 10 min in 10 mM citrate buffer. 10% donkey serum was used for blocking during staining. Sections were then incubated with diluted primary antibody as described below for 18 hours at 4 °C. Slides were washed 3 times in PBS for 5 min and then incubated with diluted secondary antibody for 1 h at room temperature. Slides were washed in PBS again and mounted in Vectashield medium with DAPI (Vector Laboratories). The primary antibodies used were rabbit anti-TFEB (1:250, Bethyl Laboratories), mouse anti-Ki-67 (1:1000, EBIOSCIENCE), rabbit anti-lysozyme (1:1000, DACO) and rabbit anti-apolipoprotein A1 Antibody (1 ug/ml, Invitrogen). The secondary antibodies used were donkey anti-Rabbit Alexa488 (1:200, Jackson Immunoresearch), donkey anti-Mouse Alexa488 (1:200, Jackson Immunoresearch), and donkey anti-Rabbit Alexa 594 (1:200, Jackson Immunoresearch). Images were collected using a confocal fluorescent microscope (Nikon, Melville, NY).

### IEC isolation

IEC isolation was performed as previously described^31^. Briefly, ileum and colon were removed and separated, opened longitudinally, washed with PBS and further minced into pieces. Tissues were treated with 1 mM DTT in PBS for 10 min and further treated with 30 mM EDTA (Boston BioProduct) in PBS for 30 min at room temperature. Isolated IECs were collected by centrifuge and used for Western blot or RNA analysis.

### HE/PAS staining

A piece of small intestine and colon were harvested and quickly fixed in 10% formalin overnight at 4 °C. Fixed tissues were embedded in paraffin and 5 μm section was stained with Hematoxylin/Eosin (HE) or Periodic acid Schiff (PAS). The number of goblet cells was quantified by counting PAS-positive cells of at least 20 villi from 3 individual mice.

### Quantification of Immunofluorescence staining

Number of positive staining cells was counted by analyzing randomly selected 20 crypts from at least 3 independent mice. Analyzer was blinded to the origin of tissues. Fluorescence intensity measurement was done using ImageJ software (NIH) thresholding tool in region of interest with the help of ROI Manager. Staining and image acquisition performed in parallel for the entire set with identical image acquisition settings and exposure times.

### Electron microscopy

Area of electron-dense core (ED) and an electron-lucent peripheral halo (EL) in each secretory granule was measured using ImageJ software (NIH). The percentage of granules with EL/ED + EL ≥ 40% was reported as abnormal granule percentage.

### DSS treatment

Littermates with gender matched controls were used for all DSS experiments. Mice were fed 2.25% DSS (MW = 40000) dissolved in sterile water for 5 consecutive days, followed by being fed with sterile water for 6 additional consecutive days. Body weight of each mouse was measured daily. Disease activity indices were measured daily. The following scoring system was used for the daily activity index: Stool consistency: 0; normal stool, 1; soft stool, 2; very soft stool, 3; diarrhea, Stool blood content: 0; negative hemoccult: 1; positive hemoccult: 2; traces of blood: 3; visible rectal bleeding. Stool consistency and blood content scores were then combined. On day 11 after initial treatment of DSS, mice were sacrificed and colon length was measured. Distal colon was dissected for HE staining and RNA isolation. Colon histology was scored based on scoring system as previously described^22^. Briefly, severity of inflammation (0–3), depth of injury (0–3), and crypt damage (0–4) were estimated, then total scores were multiplied by a factor representing the percentage of tissue involvement: ×1 (0–25%), ×2 (26–50%), ×3 (51–75%), ×4 (76–100%).

### Western blot analysis

Cells were lysed in RIPA buffer (Boston BioProduct) with Complete protease inhibitor (Roche) and Phosphatase inhibitor cocktail (Cell Signaling) for 15 min on ice. Lysates were pelleted and used for western blotting. The antibodies used were rabbit anti-TFEB (1:1000, Bethyl Laboratories), mouse anti-β-actin (1:5000, SIGMA).

### Real-time Quantitative PCR

RNA isolation was performed using the RNeasy kit (Qiagen). cDNA was synthesized using iScript cDNA Synthesis Kit (BioRad). Quantitative PCR reaction was run using the iQ SYBR Green Supermix (BioRad) and the CFX384 Touch Real-Time PCR Detection System (BioRad). Relative quantification was performed by normalizing to the expression of reference genes *Hprt* or *Gapdh*. Primers used were as follows: mouse *Tfeb* Fwd: TGAGATGCAGATGCCTAACACGCT, Rev: TTGTCTTTCTTCTGCCGCTCCTTG, mouse *Il1b* Fwd: ACCTCACAAGCAGAGCACAA, Rev: TTGGCCGAGGACTAAGGAGT, mouse *Il6* Fwd: TAGCTATGGTACTCCAGAAGAC, Rev: ACGATGATGCACTTGCAGAA, mouse *Ifng* Fwd: ATGAACGCTACACACTGCATC, Rev: CCATCCTTTTGCCAGTTCCTC, mouse *Il17* Fwd: TTTAACTCCCTTGGCGCAAAA, Rev: CTTTCCCTCCGCATTGACAC, mouse *Hprt* Fwd: AGTCCCAGCGTCGTGATTAG, Rev: TGATGGCCTCCCATCTCCTT, mouse *Gapdh* Fwd: CATCACTGCCACCCAGAAGACTG, Rev: ATGCCAGTGAGCTTCCCGTTCAG. *Apoa1* Fwd: GGCAGAGACTATGTGTCCCAGT, Rev: GCTGACTAACGGTTGAACCCAG. *Defa25* Fwd: GTGAAGATCTGATATGCTATTG, Rev: ACCAGAGCATGTACATTAAATG. *Defa26* Fwd: TACTGAGGTGCAGCCACAGGAA, Rev: GCCTCTTTTTCTACAATAGCATCC.

### RNAseq

Intestinal epithelial cells were isolated from the colons of 8–12 week old mice at 0, 4, and 11 days post-DSS treatment. For each timepoint, 2 *Tfeb* ^ΔIEC^ and 2 *Tfeb* ^*flox/flox*^ animals were used as biological replicates. RNA was extracted by tissuelyzer treatment followed by RNeasy (Qiagen). Full length cDNA libraries were prepared using template switching and whole transcriptome amplification in a slight variation of the SmartSeq. 2 protocol described in^53^. Libraries were sequenced on a MiSeq machine (Illumina). Paired-end reads were mapped to the mm10 reference genome using Tophat2+ Bowtie. Differential gene expression was determined using Cuffdiff^54^. A corrected p-value (q-value) of 0.05 was considered significant. Mapped reads were deposited in GEO with accession number GSE98266. Clustering analysis of differentially expressed genes was performed using Pearson correlation implemented in Morpheus (software.broadinstitute.org/morpheus). GO enrichment analysis was performed for each gene cluster using g:profiler^55^.

### Measurement of inflammation markers by ELISA and LAL assay

Spleen was homogenized in homogenizing buffer (100 mM Tris, pH 7.4, 150 mM NaCl, 1 mM EGTA, 1 mM EDTA, 1% Triton X-100, 0.5% Sodium deoxycholate), the homogenate was centrifuged and supernatants were used for cytokine measurements using mouse IL-1β ELISA kit (eBioscience, 88-7013-22) according to the manufacturer’s protocols, and read on a Luminex machine. In order to assess intestinal inflammation, fecal samples from day 1, 4, and 7 post-DSS treatment were homogenized in homogenizing buffer, spun down and supernatants were collected and assayed for Lipocalin-2 by ELISA according to manufacturer’s instructions (R&D, MLCN20). Serum endotoxin level was measured using ToxinSensor Chromogenic Endotoxin Assay Kit (GenScript, L00350). Briefly, diluted plasma was incubated with Limulus amoebocyte lysate (LAL) and after performing several reactions under endotoxin free condition; samples were read spectrophotometrically at 545 nm. The plasma endotoxin levels were calculated against a standard curve of endotoxin (*E*. *coli* 0113:H10) concentrations of 0.1, 0.05, 0.025, 0.0125 and 0 EU/ml.

### Measurement of CFU in organs

Mesenteric lymph nodes (MLNs) and spleen were aseptically retrieved from mice at day 11. Tissue was homogenized in sterile PBS and plated onto LB agar plates after serial dilution, then incubated at 37 °C for 24 h before colony forming unit (CFU) quantification.

### FITC dextran permeability

Mice were given FITC-dextran tracer (Sigma, 4 kDa, 0.6 mg/g body weight in 0.2 mL PBS) via *intragastric administration* using a ball tip needle and FITC levels were measured 4 h later in hemolysis-free serum using a Fluorescence Spectrophotometer.

## Electronic supplementary material

Supplementary information

Supplementary Dataset 1

Supplementary Dataset 2

# Supplementary material for: Transcription factor TFEB cell-autonomously modulates susceptibility to intestinal epithelial cell injury in vivo
**Source:** Sci Rep. 2017 Oct 24;7:13938. doi: 10.1038/s41598-017-14370-4

# Transcription factor Tfeb cell-autonomously modulates susceptibility to intestinal epithelial cell injury *in vivo*

**Authors:** Tatsuro Murano, Mehran Najibi, Geraldine L.C. Paulus, Fatemeh Adiliaghdam, Aida Valencia-Guerrero, Martin Selig, Xiaofei Wang, Kate Jeffrey, Ramnik J. Xavier, Kara G. Lassen, Javier E. Irazoqui

**Supplementary Text.**

**Figure S1. Tfeb is mainly expressed in intestinal epithelial cells.** qRT-PCR of *Tfeb* mRNA, relative to reference gene *Hprt*, in total RNA extracted from whole tissue (*Left*) or from isolated intestinal epithelial cells (*Right*) obtained from *Tfeb*<sup>ΔIEC</sup> and *Tfeb*<sup>flox/flox</sup> animals, as indicated. Values are means of 4 *Tfeb*<sup>ΔIEC</sup> and 4 *Tfeb*<sup>flox/flox</sup> animals, normalized to the *Tfeb*<sup>flox/flox</sup> whole tissue, error bars are S.E.M.

**Figure S2. Uncropped images of Western blots. A.** Anti-TFEB immunoblot. **B.** Anti-actin immunoblot. Boxes highlight regions used for Fig. 1B.

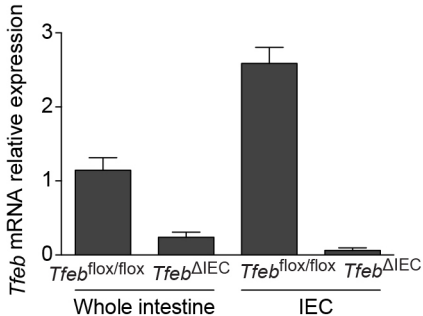

**A**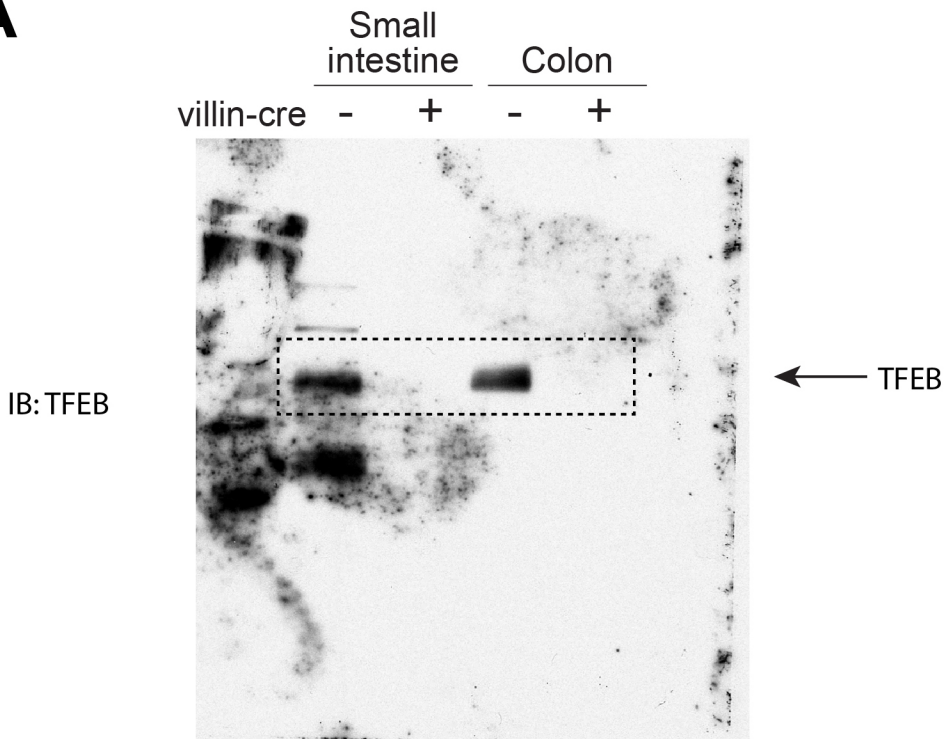**B**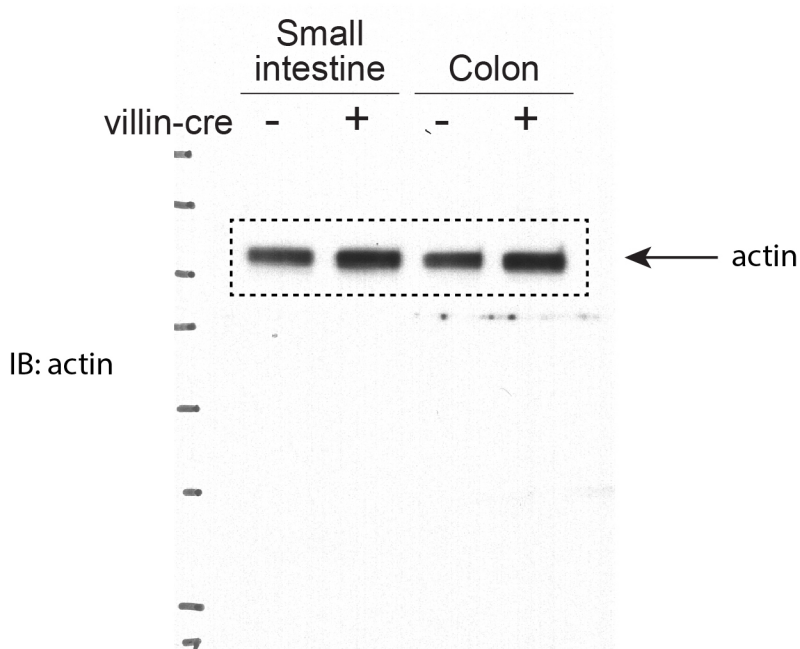

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

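RNA-seq data of colonic epithelial cells were used for 6 groups, *Tfeb* flox/flox and *Tfeb* ΔIEC animals on Day 0 (untreated), Day 4 and Day 11 of the DSS experiment, with 2 animals per group. Genotype and day were taken from the sample labels. The authors prepared full-length cDNA, mapped paired-end MiSeq reads to mm10 with Tophat2 and Bowtie, and compared the genotypes of each day with Cuffdiff. The 3 deposited tables hold, for 47632 genes each, 1 FPKM value per genotype, which Cuffdiff made from both animals and scaled between the genotypes of that day only. They also hold the authors' p-value and q-value of the Cuffdiff test. The deposited q equals the Benjamini-Hochberg adjustment of the deposited p over the genes tested in the same table, with a largest difference of 5.2e-07, and the smallest deposited p is 5e-05. No values per animal were used, since each genotype has 1 pooled value per day. The number of reads behind the values is unknown, so no interval or lowest detectable level that needs it is given, and the authors' test is the only measure of variation between animals.

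Calls are those of the authors: a gene was called where Cuffdiff tested it and the deposited q was under 0.05, lower or higher by the sign of the difference between the FPKM values. The 3 tables were joined by Ensembl identifier, since 1 symbol (42628) had been turned from a gene name into a date and *Selenoh* has another symbol on Days 4 and 11. Log2 fold changes were computed with a pseudocount of 1 FPKM. No fold is given against a value of 0. Shares of genes have Wilson 95% confidence intervals, which cover counting error only. For lists of genes, the median log2 fold change over the genes with an FPKM of at least 1 in either genotype was computed with its 95% binomial interval over genes. It was placed among the medians of 10000 random lists of the same size, in which each gene was drawn from the 50 genes nearest to a listed gene in mean expression, or in mean expression and transcript length. These percentiles describe pooled values and are no p-values. Transcript length and GC content are medians over the basic transcripts of a gene in GENCODE M21, on the same assembly as mm10, and 47218 of the 47632 genes had a match. Length trends used genes of at least 200 nt. Coordinates are those of the deposited tables or of GENCODE, counted from 1. For the α defensin genes, the share of 50-base sequences found in no other gene was counted over the GENCODE transcripts.

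The lists were written before the data were examined, as were the tests, the rule for named genes and the alternatives, except where a choice is said to have been made later. They are ribosomal proteins, oxidative phosphorylation, mitochondrial ribosomal proteins and α defensins, each by gene name, lysosome and autophagy genes, genes that the paper measured by other assays, and marker genes of small-intestinal enterocytes, Paneth, goblet and enteroendocrine cells, colonocytes, immune, epithelial and stromal cells, and of male and female animals. Genes are named if the paper names them for the RNA-seq, if they are in a list where that list is described, or if they were among the 3 lower or the 3 higher genes of a day with the largest change in log2(FPKM + 1) among the called genes. Other genes were chosen after their values were seen, and the text says so. The result of 1 gene that falls under this rule is not reported.

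The alternatives for the calls were a q under 0.01, an FPKM of at least 1 or of at least 5 in either genotype, Benjamini-Hochberg adjustment over the p-values of all 3 days, 1 count per locus, a change of at least 4-fold, calls on both days, and an FPKM under 0.1 in place of 0. For the lists they were a pseudocount of 0.1 or 5, no filter or a filter at 10 FPKM, division of each group by the sum of its values, centring on the median of the day, and matching on expression and length. After the values had been seen, 5 more were added: matching among protein-coding genes only, matching on the longest transcript, matching among the 20 nearest genes, matching on expression and GC content, and subtraction of the running median over transcript length.

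The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. Of 200 changed genes, which were given very small p-values, 200 were called in the simulated direction. This checks the adjustment and the direction of calls only, and not the authors' Cuffdiff test. Of 20 simulated lists with lowered values, 20 fell below the central 95% of random lists, and 18 of 20 unchanged lists lay within it. Of 20 lists of short genes under a length trend alone, 20 fell below lists matched on expression, and 18 of 20 lay within lists matched on expression and length.

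Hierarchical clustering and the enrichment of gene ontology terms were not repeated, and the terms printed are those of the paper's Table S2. The qRT-PCR, histology and immunofluorescence experiments were not analysed here. Since each genotype has 1 pooled value per day, no test between genotypes beyond that of the authors was run, and no test of a difference between days.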

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

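The tests of the 3 results that follow were all chosen only after the results were seen.

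Of the 11 genes called in the authors' deposited table on Day 0 and again on Day 4 or Day 11, 5 were called in opposite directions on different days. These genes were named after their values were seen. *Egfl7* was listed at 0 in *Tfeb* flox/flox and had an FPKM of 2.97 in *Tfeb* ΔIEC animals on Day 0, and had 3.85 in *Tfeb* flox/flox animals and was listed at 0 in *Tfeb* ΔIEC animals on Day 4. *Tle1* was listed at 0 in *Tfeb* flox/flox and had 1.35 in *Tfeb* ΔIEC animals on Day 0, against 6.07 and 0.251 on Day 4, and *Smarca2* had 0.521 and 2.51 on Day 0, against 5.77 and 0.797. In the other direction, *Itsn1* had 5.01 in *Tfeb* flox/flox animals and was listed at 0 in *Tfeb* ΔIEC animals on Day 0, against 0.158 and 3.19 on Day 4, and *Sft2d1* had 1.87 and 0 on Day 0, against 0 and 4.02. The difference between days was not tested. Exchanged genotype labels on Day 0 are argued against, since the log2 fold changes of Days 0 and 4 had a Spearman correlation of 0.383 across 11101 genes, and *Tfeb* was lower in the group labelled *Tfeb* ΔIEC on each day. Fragments assigned to a very short transcript of the gene are also argued against, since 0 of the 5 genes have an annotated transcript under 200 nt. Differences between the animals, which were others on each day, and an effect of DSS that differs by genotype both stay open and untested. The values are low, and their depth is unknown.

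A signal in genes that the paper does not discuss came from the Y chromosome. On Day 4, *Eif2s3y* had an FPKM of 1.37, *Uty* 0.191, *Kdm5d* 0.178 and *Ddx3y* 0.121 in *Tfeb* ΔIEC animals, and all 4 were listed at 0 in *Tfeb* flox/flox animals. The tables of Day 11 list the same values. On Day 0, *Eif2s3y* had 1.16 in *Tfeb* flox/flox animals, and the other 3 genes and *Tfeb* ΔIEC animals were at 0. *Xist* was above 0 in all 6 groups, with 1.38 in *Tfeb* flox/flox and 8.57 in *Tfeb* ΔIEC animals on Day 0, 1.03 and 2.17 on Day 4, and 0.716 and 2.51 on Day 11. The paper states that gender-matched littermates were used for the DSS experiments. Male animals in the *Tfeb* ΔIEC groups only on Days 4 and 11 would give such values, but these values are what prompted the explanation. *Eif2s3y* was not called on Day 4, with a q of 0.335 in the authors' deposited table. *Xist* goes against the explanation, as it was higher in *Tfeb* ΔIEC animals on both days, but it is a single gene at low values. The explanation stays open. The values are low, so that 0 in *Tfeb* flox/flox animals does not exclude male animals among them. Whether sex contributes to the other differences between genotypes could not be tested from the tables used, which hold no value per animal. No biological explanation was tested.

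*Hprt*, the reference gene of the qRT-PCR in Fig. 3A–D and Figure S1, also differed between genotypes, in data that the paper does not discuss. Its FPKM was 8.63 in *Tfeb* flox/flox and 139 in *Tfeb* ΔIEC animals on Day 4 and 8.26 and 136 on Day 11, a log2 fold change of 3.86 on Day 4. It was called higher in the authors' deposited table, with a q of 0.00244 and 0.0153. On Day 0 it had 78.5 and 142 and was not called. *Gapdh*, the other reference gene of the paper, was not called on any day, with 113 and 102 on Day 0, 132 and 116 on Day 4, and 134 and 108 on Day 11. The trend with transcript length is argued against as the whole cause, since *Hprt* was at percentile 98.5 on Day 4 and at percentile 99 on Day 11 among its 200 nearest genes in expression and length, whose median log2 fold change was -0.04 on Day 4. *Hprt* lies on the X chromosome, and an effect of the sex of the animals, of the genotype or of a difference between the pooled animals stays open and untested. Levels on different days come from tables normalized separately. The qRT-PCR of Fig. 3A–D was done on other RNA, which was not analysed here.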

How the results depend on the processing

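The comparisons with random lists by length of the longest transcript, by GC content, among protein-coding genes and among 20 nearest genes, and the subtraction of the running median over transcript length, were tests chosen only after the results were seen. No paired analysis was possible because the tables hold 1 pooled value per genotype and day, and for the same reason leaving out a replicate could not be run.

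Counts of calls depended on the threshold and on the filter on low values. At q under 0.01, which is stricter by construction, 0 genes were called lower and 0 higher on Day 0, where 556 genes had an unadjusted p under 0.05. On Day 4, 134 genes were called lower and 263 higher, and on Day 11, 46 lower and 202 higher. Over both days, 137 genes were then called lower and 280 higher, 27 lower genes were listed at 0 in *Tfeb* ΔIEC and 141 higher genes at 0 in *Tfeb* flox/flox animals, and 57.4% of the calls of Day 4 were also made on Day 11. The share of higher genes among the calls of Day 11 rose from 65.0% to 81.5%. With genes of at least 5 FPKM, which leaves out low values by construction, 5 genes were called lower and 4 higher on Day 0, 352 higher on Day 4, 271 higher on Day 11 and 362 higher on either day. The share called on both days was 70.9%. The numbers listed at 0 fell to 31 lower and 27 higher genes. The share of higher genes among the calls fell from 63.8% to 44.4% on Day 0, from 61.0% to 52.5% on Day 4 and from 65.0% to 54.2% on Day 11. With a change of at least 4-fold on the scale of log2(FPKM + 1), 8 genes were called lower and 5 higher on Day 0, so that higher genes made up 38.5% of the calls. On Day 4, 365 genes were called higher, on Day 11, 297, and on either day, 375, with 42 lower and 68 higher genes listed at 0. Adjusted over the p-values of all 3 days, the calls of Day 0 rose to 51 lower and 80 higher genes, and the cause was not tested. When calls on both days were required, 242 genes were called lower and 39 of these were listed at 0 in *Tfeb* ΔIEC animals, as fewer genes meet both conditions. Under 1 count per locus, a filter at 1 FPKM or an FPKM under 0.1 in place of 0, each of these counts stayed within 1.5 times its value. Over genes with at least 1 FPKM on both days, the share of identical values on Days 4 and 11 was 8.38% in *Tfeb* flox/flox and 3.57% in *Tfeb* ΔIEC animals. The cause was not tested.

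Division of each group by the sum of its values moved the median of all genes on Day 4 from 0.06 to 0.68 and on Day 11 from 0.08 to 0.70. The medians of ribosomal proteins became -1.39 and -1.30, those of oxidative phosphorylation -1.60 and -1.55, and those of lysosome and autophagy genes 1.39 and 1.42, on Days 4 and 11. The change of scale itself is the cause of these shifts. Subtraction of the running median over transcript length gave -1.14 and -1.01 for ribosomal proteins and -1.24 and -1.20 for oxidative phosphorylation on these days, by the part of the change that goes with length. The median of lysosome and autophagy genes on Day 0 was -0.00626 under this subtraction, against 0.25 without it, so that its sign changed. Each median of ribosomal proteins and oxidative phosphorylation stayed below 0 under every alternative run, between -2.28 and -1.01 for ribosomal proteins and between -2.47 and -1.20 for oxidative phosphorylation on Days 4 and 11. Each stayed below the central 95% of random lists, with percentiles of at most 0.4. The medians of lysosome and autophagy genes on Days 4 and 11 stayed above 0, between 0.36 and 1.42. Their percentiles were above the central 95% in every comparison except with lists matched on expression and length of the longest transcript, where they were 97.2 on Day 4 and 96.8 on Day 11. The cause was not tested. On Day 0, the percentile of the lysosome and autophagy genes lay between 32.4 and 97.3 and within the central 95% under every alternative. Among the other results, 3 medians of lists moved by more than their interval. Subtraction of the running median over transcript length gave -0.25 for ribosomal proteins and -0.49 for oxidative phosphorylation on Day 0, against -0.99 and -1.21. The median of mitochondrial ribosomal proteins on Day 4 went from -1.02 to -0.21 under division by the sum and to -1.61 with genes of at least 10 FPKM. In addition, 1 percentile came to lie within the central 95%, that of ribosomal proteins on Day 0, at 28.1 among protein-coding genes matched on expression and length. Since the depth is unknown, differences between a low value and 0 are limited to what the authors' test gives.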

Differences from the paper's values

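No value computed from the tables was more than 1.5 times above or below the paper's value for the same measure. The comparison with the calls of Day 4 alone was chosen only after the result was seen, and no other test here was.

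The paper gives the numbers of lower and higher genes as holding on Days 4 and 11. The paper's numbers, 360 and 564, equal the calls of Day 4 alone, and the union of the calls of Days 4 and 11 gave 377 and 592. The paper's text puts 64, 296, 217 and 347 genes in its clusters and the paper's Table S2 lists 68, 311, 237 and 355. From the union, 64 lower genes were listed at 0 in *Tfeb* ΔIEC animals, 313 were not, 236 higher genes were listed at 0 in *Tfeb* flox/flox animals, and 356 were not. Of the calls of Day 4, 922 of 924 are also in the paper's Table S1.

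The paper states that autophagy and lysosomal genes were absent from the lower genes. *Nbr1*, which is in the list of lysosome and autophagy genes, was called lower in the authors' deposited table on Days 4 and 11, with an FPKM of 2601 in *Tfeb* flox/flox and 8.21 in *Tfeb* ΔIEC animals on Day 4. The paper names *Irgm1*, *Xbp1*, *Ctsb* and *Defa21* in sets that it gives for Days 4 and 11 together, and states that most differences persisted. These 4 genes were called on Day 4 and not on Day 11, where q was 0.0517, 0.0620, 0.0986 and 0.0740 in the authors' deposited table. None of the alternatives set before the data were examined called them on Day 11, since each is as strict there or stricter. The paper's text gives gene ontology enrichment for the milder cluster of higher genes only. The paper's Table S2 also lists 15 terms for the cluster of 237 genes, among them RNA processing with 22 genes and a p of 0.00764. For adherens junction, which the text names for the higher genes, the paper's Table S2 also lists 27 genes in the cluster of 311 lower genes.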

Other observations

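The tests of transcript length for ribosomal proteins and oxidative phosphorylation, of small-intestinal fold changes on Day 4 and of immune genes were set before their results were seen. So were the comparison of lysosome and autophagy genes with lists matched on median length and the shares of identical values on Days 4 and 11. The medians of the marker lists were also set beforehand. All other tests in the paragraphs that follow were chosen only after the result was seen.

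The values of Days 4 and 11 were identical for 1679 genes in *Tfeb* flox/flox and 1310 genes in *Tfeb* ΔIEC animals. Of the genes above 0 and under 0.5 FPKM on Day 4, 99.1% in *Tfeb* flox/flox and 99.4% in *Tfeb* ΔIEC animals were also above 0 on Day 11, against 54.2% and 62.4% between Days 0 and 4. Among genes of at least 10 FPKM on both days, 99.2% and 99.5% were within 1.5-fold on Days 4 and 11, against 41.0% and 69.5% on Days 0 and 4. Only 50 genes in *Tfeb* flox/flox and 57 in *Tfeb* ΔIEC animals were above 0 on 1 of these days and not the other, against 4011 and 3310 for Days 0 and 4. Chance ties between low values are argued against, since 43 genes in *Tfeb* flox/flox animals were identical at 10 FPKM or more and none was identical between Days 0 and 4. A library shared between the days beside another that was not is argued against too, since of the genes under 0.5 FPKM on Day 4 in *Tfeb* flox/flox animals, 23 of 2703 were listed at 0 on Day 11. A candidate explanation is that the same reads lie behind the values of both days, since 99.1% is far above the share between Days 0 and 4. Which day those reads would belong to cannot be told from the tables. The persistence of differences from Day 4 to Day 11 would then not be a separate measurement. The same state of the colonic epithelium on both days, in separate animals, is argued against as the whole cause, since values sampled from other animals would be close and not identical, as they were in 43 genes at 10 FPKM or more in *Tfeb* flox/flox and 20 in *Tfeb* ΔIEC animals.

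The log2 fold change rose with transcript length on each day, with Spearman correlations across genes of 0.333, 0.374 and 0.369 on Days 0, 4 and 11, and fell with GC content, with -0.15, -0.24 and -0.25. Transcripts under 600 nt held 31.5% of the sum of all values in *Tfeb* flox/flox animals on Day 0, 42.9% on Day 4 and 44.5% on Day 11, and 35.9%, 34.1% and 35.3% in *Tfeb* ΔIEC animals. The sums were 975316 and 973878 on Day 0, 1464720 in *Tfeb* flox/flox and 820344 in *Tfeb* ΔIEC animals on Day 4, and 1473490 and 827204 on Day 11. The 10 genes with the highest values held 31.0% of the sum in *Tfeb* flox/flox and 45.6% in *Tfeb* ΔIEC animals on Day 4. Fewer short transcripts in the libraries of *Tfeb* ΔIEC animals are argued against as the whole cause of the lower values of ribosomal proteins and oxidative phosphorylation. On Day 4 their medians of -2.22 and -2.41 lay below the central 95% of lists matched on expression and length, which began at -1.81 and -1.74. GC content is argued against in the same way, since lists matched on it began at -1.67 and -1.63. Part of the difference goes with length, as the length-matched lists themselves had medians of -1.54 and -1.43. The genes they were drawn from were somewhat longer, with median lengths of 862 and 952 nt on Day 4. The listed genes had 776 nt for ribosomal proteins and 745 nt for oxidative phosphorylation, so the matching may understate the part of length. For lysosome and autophagy genes, length stays open: their median on Day 4 was at percentile 97.2 of lists matched on the longest transcript and at percentile 98.5 of lists matched on the median length. The higher share of short transcripts in *Tfeb* flox/flox animals on Days 4 and 11 could come from the state of the cells after DSS or from the preparation, and the design cannot separate these.

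Some longer genes had values that varied widely between groups. Of the protein-coding genes with a longest transcript of at least 1000 nt and at least 50 FPKM in a group, 16 varied at least 32-fold over the 6 group values. Of these, 8 have an annotated transcript under 200 nt (50%), against 23 of the other 715 genes (3.22%), and 4 have an annotated selenocysteine (25%), against 3 of the others (0.420%). Over genes that varied at least 16-fold, 15 of 46 have such a short transcript (32.6%). Fragments assigned to a very short transcript may explain part of these values, since an FPKM is divided by the length of the transcript, and the annotation of selenocysteine genes may explain others. How Cuffdiff assigned the fragments was not tested. Of the protein-coding genes with a longest transcript of at least 1000 nt that were called lower on Day 4, 7 of 138 have a transcript under 200 nt (5.07%), of those called higher 13 of 522 (2.49%), and of those tested and not called 1.68%. No biological explanation was tested.

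The α defensin genes were at 0 or low in *Tfeb* ΔIEC animals on Days 4 and 11. Whether Paneth cells were in the *Tfeb* flox/flox preparations only stays open. The markers *Lyz1*, *Mmp7*, *Itln1* and *Pnliprp2* had a median of 1.75 FPKM in *Tfeb* flox/flox animals on Day 4, against 1610 for *Defa24*. These low values cannot decide it, since all 7 genes of the Paneth list with at least 1 FPKM were lower in *Tfeb* ΔIEC animals. *Ang4*, with 3526 in *Tfeb* flox/flox and 649 in *Tfeb* ΔIEC animals, and *Pla2g2a*, with 116 and 10.2, went the same way as the defensins. Small-intestinal enterocytes in the *Tfeb* flox/flox preparations only are argued against as a cause on Day 4, and for *Apoa1* on Day 0 they stay open. Over the 20 listed genes of small-intestinal enterocytes, the median FPKM in *Tfeb* flox/flox animals was 0.127 on Day 4 and 0.232 on Day 0, where *Apoa1* had 17.7, and 6 of them (*Apoa4*, *Apoc3*, *Cyp3a11*, *Fabp1*, *Lct* and *Treh*) were listed at 0 in all 6 groups. Over the listed genes of at least 1 FPKM, the median log2 fold change was -0.39 on Day 0, with 3 higher and 6 lower. For *Apoa1*, only the low levels therefore argue against such cells. The median was 1.09 on Day 11. On Day 4 the 9 such genes had a median of 1.06, with 5 higher and 4 lower. Among the lower ones were *Fabp6*, with 24.0 and 2.65 on Day 4, and *Reg3b* and *Reg3g*, with 24898 and 19968 in *Tfeb* flox/flox and 8824 and 7976 in *Tfeb* ΔIEC animals. These cells also expressed *Reg3b* and *Reg3g* on Day 0, with 359 and 254 in *Tfeb* flox/flox and 427 and 265 in *Tfeb* ΔIEC animals. *Defa24* was not called on Day 4, with a q of 0.463 in the authors' deposited table. Reads shared between near-identical paralogs are argued against for it, since no other gene has 71.9% of its 50-base sequences. For *Defa17* and *Defa22*, which were not called either, this cannot be told apart from other causes: no other gene has 25.1% of the sequences of *Defa22* and 8.05% of those of *Defa17*, against 25.2% for *Defa25*, which was called. A difference between the 2 *Tfeb* flox/flox animals could also keep these genes from being called, and it stays open because the tables hold no value per animal. On Day 0, before DSS, *Defa24* had 29.6 in *Tfeb* flox/flox animals and was listed at 0 in *Tfeb* ΔIEC animals, without being called. *Defa17* had 7.63 and 0, and its value could hold reads of another α defensin gene. An effect of the genotype, with or without DSS, remains a hypothesis.

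The other lists of cell type markers gave these medians of log2 fold change on Days 0, 4 and 11. The Paneth list, which shares *Defa17*, *Defa22* and *Defa24* with the α defensins, had -0.78, -3.37 and -3.32, and the goblet list, which holds *Tff3*, had -0.46, -2.23 and -2.24. The enteroendocrine list, which holds *Pyy*, had -0.18, -0.34 and -0.36, the colonocyte list -0.49, 0.80 and 0.79, and the epithelial list 0.14, 0.12 and 0.19. The paper names *Tff3* and *Pyy* from these libraries. Members of a list moved apart. On Day 4, *Spink4* had 71372 FPKM in *Tfeb* flox/flox and 6468 in *Tfeb* ΔIEC animals and *Muc2* had 645 and 1894. *Sct* had 373 and 26.5 and *Chga* 17.8 and 17.9. *Spink4* and *Sct* were called lower on Day 4 in the authors' deposited table, and the colonocyte genes *Cyp2c55*, *Krt20* and *Slc26a3* were called higher. Of the 10 stromal genes, 2 had at least 1 FPKM on each day. Under division by the sum of values, changes on Days 4 and 11 are to be read against the shift of the median of all genes.

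The immune list had medians of -1.04, 0.91 and 0.91 on the 3 days. Of its 30 genes, 16 had at least 1 FPKM on Day 4, and 12 of these were higher and 4 lower in *Tfeb* ΔIEC animals. *Cd74* rose from 20.5 in *Tfeb* flox/flox to 165 in *Tfeb* ΔIEC animals and was called higher in the authors' deposited table, *H2-Ab1* had 19.7 and 31.1, and *H2-Aa* had 12.1 and 23.7. *Ly6g* had 160 and 99.0, *Lyz2* 2.88 and 1.77, and *Tyrobp* had 4.47 in *Tfeb* flox/flox animals, was listed at 0 in *Tfeb* ΔIEC animals and was called lower. On Day 4 the median was at percentile 97.0 of lists matched on expression and at percentile 99.5 of lists matched on expression and length, and on Day 11 the latter was 99.2. Of the 16 listed genes tested on Day 4, 1 was called higher (6.25%) and 1 lower. Whether immune cells in the *Tfeb* ΔIEC preparations contribute to the higher genes stays open. The interval of the list's median included 0, its place among random lists depended on the matching, and its most abundant members moved both ways.

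Of the genes measured by other assays in the paper, *Il6*, *Ifng*, *Il17a* and *Lcn2* were listed at 0 in all 6 groups, and *Il1b* had 0.352 FPKM in *Tfeb* ΔIEC animals on Day 0 and was at 0 in the other groups. *Lyz1* had 1.97 in *Tfeb* flox/flox and 0.385 in *Tfeb* ΔIEC animals on Day 0, 3.07 and 2.39 on Day 4, and 2.88 and 2.22 on Day 11. *Mki67* had 0.903 and 1.47 on Day 0 and 0.218 and 0.389 on Day 4. The paper measured the cytokine genes by qRT-PCR of colonic tissue, the protein of *Lcn2* in stool, and lysozyme and Ki-67 by immunofluorescence of sections. These are other materials and measures than RNA of isolated colonic epithelial cells, so the values do not test those results.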
